# miRNA expression profiles and molecular networks in resting and LPS-activated BV-2 microglia—Effect of cannabinoids

**DOI:** 10.1371/journal.pone.0212039

**Published:** 2019-02-11

**Authors:** Ana Juknat, Fuying Gao, Giovanni Coppola, Zvi Vogel, Ewa Kozela

## Abstract

Mammalian microRNAs (miRNAs) play a critical role in modulating the response of immune cells to stimuli. Cannabinoids are known to exert beneficial actions such as neuroprotection and immunosuppressive activities. However, the underlying mechanisms which contribute to these effects are not fully understood. We previously reported that the psychoactive cannabinoid Δ^9^–tetrahydrocannabinol (THC) and the non-psychoactive cannabidiol (CBD) differ in their anti-inflammatory signaling pathways. Using lipopolysaccharide (LPS) to stimulate BV-2 microglial cells, we examined the role of cannabinoids on the expression of miRNAs. Expression was analyzed by performing deep sequencing, followed by Ingenuity Pathway Analysis to describe networks and intracellular pathways. miRNA sequencing analysis revealed that 31 miRNAs were differentially modulated by LPS and by cannabinoids treatments. In addition, we found that at the concentration tested, CBD has a greater effect than THC on the expression of most of the studied miRNAs. The results clearly link the effects of both LPS and cannabinoids to inflammatory signaling pathways. LPS upregulated the expression of pro-inflammatory miRNAs associated to Toll-like receptor (TLR) and NF-κB signaling, including miR-21, miR-146a and miR-155, whereas CBD inhibited LPS-stimulated expression of miR-146a and miR-155. In addition, CBD upregulated miR-34a, known to be involved in several pathways including Rb/E2f cell cycle and Notch-Dll1 signaling. Our results show that both CBD and THC reduced the LPS-upregulated Notch ligand Dll1 expression. MiR-155 and miR-34a are considered to be redox sensitive miRNAs, which regulate Nrf2-driven gene expression. Accordingly, we found that Nrf2-mediated expression of redox-dependent genes defines a Mox-like phenotype in CBD treated BV-2 cells. In summary, we have identified a specific repertoire of miRNAs that are regulated by cannabinoids, in resting (surveillant) and in LPS-activated microglia. The modulated miRNAs and their target genes are controlled by TLR, Nrf2 and Notch cross-talk signaling and are involved in immune response, cell cycle regulation as well as cellular stress and redox homeostasis.

## Introduction

MicroRNAs (miRNAs) are evolutionary conserved, endogenous non-coding, single-stranded small RNAs (19–23 nucleotides length) that regulate gene expression through post-transcriptional repression [1–2]. It has been demonstrated that miRNAs are involved in a wide variety of physiological processes, including cell proliferation and differentiation, development, apoptosis, metabolism, angiogenesis, immunity and homeostasis [3–5]. In contrast, dysregulated miRNA expression has been linked to a variety of acute and chronic diseases, including cancer, neurodegenerative disorders, autoimmunity, heart diseases, chronic viral infections as well as acute organ injury and ischemic stroke [6–9]. A number of miRNAs were found to be significantly upregulated in response to Toll-like receptor (TLR) ligands. These include miR-155, miR-146a and miR-21, which negatively regulate TLR signaling [4, 10–11]. TLRs initiate distinct signaling pathways depending on the adaptor molecules MyD88 and TRIF, leading to activation of the transcription factors NF-κB, AP-1, IRF3 and/or IRF7, which induce the production of pro-inflammatory cytokines and type I interferon (IFN) [12].

A growing body of evidence describes the role of miRNAs in macrophages and microglial cells under defined stimuli, which induce polarized phenotypes (M1/M2) [13–16]. Microglia are the resident macrophage-like cells of the central nervous system (CNS). Microglial cells actively scan their environment and contribute to the immune surveillance of the CNS [17]. There is increasing information about diversity as well as plasticity of microglial cells, from surveillance to phagocytic and activated states, showing a more complex phenotyping than the standard M1/M2. For example, Kadl et al., [18] defined the microglial phenotype Mox, characterized by the occurrence of Nrf2-mediated redox-regulated genes. The presence of this complex set of phenotypes leads to the heterogeneity of microglial cellular responses and to the wide range of space/time activation patterns of microglia [17,19].

Preparations derived from *Cannabis* (marijuana and hashish) are recognized nowadays as having many physiological effects and therapeutic applications [20–21]. The beneficial effects of marijuana and its active constituents, the cannabinoids, consist of suppression of nausea and vomiting, stimulation of appetite, relief of pain as well as amelioration of the unwanted symptoms of spasticity originated by multiple sclerosis (MS) [22]. In addition, cannabinoids are known to posses pro-apoptotic, neuroprotective and anti-tumor properties [23–25]. Amongst the different cannabinoids, Δ^9^-tetrahydrocannabinol (THC) and cannabidiol (CBD) are recognized for their potent immunosuppressive and anti-inflammatory properties [24, 26–34]. THC mediates its psychoactive activity by binding to the cannabinoid receptor CB1 and modulates its immune response primarily through activation of the cannabinoid receptor CB2. In contrast to THC, CBD shows little agonistic activity at CB1/CB2 receptors and is therefore devoid of the unwanted psychotropic effects, characteristic of THC action on CB1 receptor. Moreover, it has been reported that CBD displays some CB1/CB2 antagonistic activities [35]. More recently, Laprairie et al., [36–37] showed that CBD can serve as a non-competitive negative allosteric modulator of the CB1 receptor with the ability to inhibit its internalization.

CBD has been shown to exhibit many physiological effects, including anti-inflammatory, anti-oxidant and neuroprotective properties [28–32, 38–44]. These effects of CBD have been related to diverse non CB1/non CB2 mechanisms [43, 45–48].

By performing microarray analysis of genome-wide mRNA in microglial BV-2 cells, our group showed that CBD is associated to genes involved in the GCN2/eIF2α/p8/ATF4/Chop-Trib3 pathway. In addition, we reported that genes stimulated by CBD (mainly related to stress response and inflammation) are regulated via the (EpRE/ARE)-Nrf2/Atf4 system and the Nrf2/Hmox axis in LPS-treated microglial cells [31, 33].

The effect of THC on miRNA expression profiles has been studied in diverse inflammatory biological models by the group of Nagarkatti [49–52] and in simian immunodeficiency virus-infected macaques by the group of Molina [53–54]. However, to our knowledge, there are no reports showing how miRNAs regulate the CBD-associated immunosuppression effects.

In this work we studied the effects of the pro-inflammatory LPS, a powerful inducer of TLR4 signaling, on the expression of miRNAs in BV-2 microglial cells as well as the effects of the cannabinoids CBD and THC on the LPS-inflammatory response. Next generation sequencing was used to identify the differentially expressed miRNAs. Highly predictive miRNA target genes and their pathways were analyzed using bioinformatics computational tools. Our results show that CBD is a potent regulator of miRNA expression, in resting (surveillant) and in LPS-activated microglia. MiRNA target genes were found to be involved in immune response, cell growth and proliferation, cell death and survival as well as stress response and redox regulation. Identification of the CBD- and THC-modulated miRNAs and their related networks and pathways provide a molecular basis for understanding the effects of these cannabinoids on activated microglia.

## Materials and methods

### Materials

THC was obtained from the National Institute on Drug Abuse (Baltimore, MD, USA) and CBD was provided by THC Pharm GmbH (Frankfurt, Germany). Stock solutions of cannabinoids were prepared in ethanol and diluted in culture medium before experiments. Final ethanol concentration in the medium did not exceed 0.1%. Fetal calf serum (FCS), tissue culture reagents and medium were obtained from Biological Industries (Kibbutz Beit HaEmek, Israel). LPS from *Escherichia coli* (serotype 055:B5) was purchased from Sigma (St. Louis, MO, USA).

### Microglial cell culture

The immortalized murine BV-2 microglial cell line was kindly provided by Prof. E.J. Choi from Korea University (Seoul, Korea). BV-2 cells were grown in Dulbecco’s modified Eagle’s medium (DMEM) containing 4.5 g/l glucose, and supplemented with 5% FCS, penicillin (100 U/ml) and streptomycin (100 μg/ml) under a humidified 5% CO_2_ atmosphere at 37°C. Cells (1x10^6^ cells in 100 mm plates) were pretreated for 2h with either CBD or THC (both at 10 μM), followed by the addition of LPS (100 ng/ml) for another 4h. These concentrations and time points were chosen following our previous studies [28,31,33].

### Total RNA extraction

Total RNA (mRNA + miRNAs) was extracted using the NucleoSpin miRNA extraction kit (Macherey-Nagel; Düren, Germany) according to the manufacturer’s recommendation. Total RNA was quantified using the NanoDrop ND-1000 spectrophotometer (Thermo Scientific, Wilmington, DE), and the A260/230 and A260/280 ratios showing RNA purity, were examined. RNA quality was tested using the Eukaryote Total RNA Nano Assay, recorded with an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA) and the RNA integrity number (RIN) was used as an RNA integrity parameter. Only samples with an RIN greater than 8 were used for further experiments and sequencing.

### miRNA sequencing

miRNA sequencing was performed at the Informatics Center for Neurogenetics and Neurogenomics core at the University of California Los Angeles (UCLA), USA. Eighteen sequencing libraries were prepared using Illumina TruSeq Small RNA Library Preparation Kit following manufacturer's protocol. All samples were multiplexed into a single pool in order to avoid batch effects [55] and sequenced using an Illumina HiSeq 2500 sequencer (Illumina, San Diego, CA) at 69bp-paired-end sequencing, yielding between 2.8 and 5.6 million reads per sample. Quality control (QC) was performed on base qualities and nucleotide composition of sequences. Reads were aligned to the miRBase mouse reference using the BWA read aligner, run allowing for a maximum of 10 mappings per read. Between 39 and 51% (average 46%) of the reads mapped uniquely to the mouse genome. Total counts of reads aligned to known microRNAs for mouse are used as the basis for quantification of gene expression. Differentially expressed genes were identified using the Bioconductor package edgeR [56] which were then considered and ranked based on adjusted p-values of ≤ 0.1. RNA seq data has been deposited within the Gene Expression Omnibus (GEO) public repository with the accession number GSE123262 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE123262).

### mRNA real time PCR (qPCR) analysis

The same RNA samples were used to test both mRNA and miRNA expressions by qPCR. For mRNA expression studies, cDNA was synthesized using the QuantiTect Reverse Transcription kit containing gDNA ‘wipe out’, (Qiagen AG, Basel, Switzerland) according to the manufacturer’s instructions. qPCR was carried out in the Rotor-Gene 3000 instrument, using Absolute Blue QPCR SYBR Green ROX mix containing the Thermo-Start DNA polymerase (Thermo Scientific, ABgene House, Epsom, Surrey, UK). Primer pairs for mRNA expression for selected transcripts were designed using the computer program Primer Quest, an online tool provided by Integrated DNA Technologies (http://test.idtdna.com/Primerquest/Home/Index). Wherever possible, designs with at least one of the primer sequences located on an intron-exon boundary were chosen, thus avoiding co-amplification of minor contaminating amounts of genomic DNA that could be present in the RNA samples. All primers were analyzed using the nucleotide program BLAST (http://blast.ncbi.nlm.nih.gov/Blast.cgi) to ensure primer specificity for the gene of interest. Designed primers were synthesized by Metabion International AG (Planegg/Steinkirchen, Germany) with annealing temperatures of 60°C. Primers for qPCR were the followings, for *B2-microglobulin*: (*B2m)*-Forward: 5’-ATGGGAAGCCGAACATACTG-3’ and *B2m*-Reverse: 5’-CAGTCTCAGTGGGGGTGAAT-3’ (amplicon 176bp); for *Dll1*: *Dll1*-Forward: 5’-TGGACAGTTGCTTTGAAGAGTA-3’ and *Dll1*-Reverse: 5’-CAAGGAAAGACTGGCTCATAGT-3’ (amplicon 113bp), and for *Notch1*: *Notch1*-Forward: 5’- CCTGACAACTTGAGCCAGTAA-3’ and *Notch1*-Reverse: 5’-CGTCTGTCCTCAGTTGGATTT-3’ (amplicon 118bp). For each of the examined mRNAs, normal and mock reverse transcribed samples (in the absence of reverse transcriptase), as well as no template controls (total mix without cDNA) were run. qPCR was carried out as detailed by Juknat et al., [31]. Expression levels of genes were normalized to the reference gene *B2m* and expressed as fold change using the comparative cycle of threshold method as reported earlier [31]. All qPCR reactions were performed in duplicates and were repeated 3–4 times using different mRNA preparations.

### miRNA qPCR analysis

For miRNA expression studies, cDNA synthesis was performed using the miRCURY LNA Universal cDNA Synthesis kit II (Exiqon, Woburn, MA), according to manufacturer’s instructions. miRNA real time qPCR was carried out using the ExiLENT SYBR Green master mix (Exiqon) and specific primers for mmu-miR-103a-3p (MIMAT0000101; Exiqon # 204063), mmu-miR-34a-5p (MIMAT0000542; Exiqon # 204486), mmu-miR-449a-5p (MIMAT0001542; Exiqon # 204481) and mmu-miR-191-5p (MIMAT0000221; Exiqon # 204306). The qPCR reactions were subjected to an initial activation step at 95°C of 10 min, followed by 40 cycles at 95°C for 10 s and at 60°C for 1 min. For quality control, synthetic RNA spike-in (UniSp6) was added to all RNA samples before reverse transcription and the UniSP6 was used to monitor the efficiency of the RT reaction. Expression of miRNAs was normalized using the means of the expression of miR-103a-3p and miR-191-5p, considered to be the most suitable and stable reference genes.

For the expression studies of miR-146a and miR-155-5p, RNA was reverse-transcribed using miScript II RT Kit (Qiagen), according to the manufacturer’s instructions. Real time qPCR was carried out using miScript SYBR Green PCR Kit (Qiagen), which contains the miScript Universal primer. Primer sequences used were the followings, for miR-146a-5p: 5’-TGAGAACTGAATTCCATGGGT-3’ (MIMAT0000158) and for miR-155-5p: 5’-TTAATGCTAATTGTGATAGGGGT-3’ (MIMAT0000165). miRNA expression was normalized to the reference gene U6 snRNA (U6 small nuclear RNA; NR_003027.2; 5’-GATGACACGCAAATTCGTGAA-3’), which was found to be expressed at high levels and showed no changes under the experimental conditions used in the present study. Real time qPCR reactions were performed at 95°C for 15 min, followed by 40 cycles at 94°C for 15 s, at 55°C for 30 s and at 70°C for 30 s. Melting curve was generated at the end of each run, in order to ensure product specificity. Fold change values in miRNA expression were calculated using the comparative cycle of threshold method as previously described [31]. All qPCR reactions were performed in duplicates in a Rotor-Gene 3000 instrument and were repeated 3–4 times using different miRNA preparations.

### miRNA target predictions

Mature miRNA sequences were obtained from miRBase v21 (http://www.mirbase.org/). The prediction tools MiRTarBase (http://mirtarbase.mbc.nctu.edu.tw) and TarBase v7.0 (http://diana.imis.athena-innovation.gr/DianaTools/index.php?r=tarbase/index) were first chosen as they contain experimental evidence for the predicted miRNA targets. Other algorithms used were TargetScan v7.1 (http://www.targetscan.org/), miRanda, Release 2010 (http://www.microrna.org/; [57]) and miRDB (http://mirdb.org/miRDB/), computational programs based on seed match and conservation [58]. Sequence conservation was verified using UCSC Genome Browser (https://genome.ucsc.edu/). Sequence alignment was examined using the NCBI Basic Local Alignment Search Tool (BLAST) (http://blast.ncbi.nlm.nih.gov/Blast.cgi). Given the high false positive rates for miRNA target prediction, a target was considered as potential if it appeared in at least three of the algorithms used.

### Ingenuity pathway analysis

Pathway and global functional analysis were performed using Ingenuity Pathway Analysis (IPA), an online bioinformatics tool (Ingenuity Systems, QIAGEN Bioinformatics, Redwood City, CA, USA; www.qiagen.com/ingenuity). A data set containing the miRNA and gene identifiers as well as their corresponding expression values, were loaded to the application and each identifier was mapped using the Ingenuity Knowledge Base (IKB). The IKB analyses identify the biological functions as well as the pathways from the IPA library that are most significant to the data set. A cut-off threshold of p ≤0.005 for differential expression was used to build the networks using the IPA tools.

### Statistical analysis

qPCR data is presented throughout the manuscript as fold change and is expressed as the mean ± SEM of 3–4 independent experiments. Statistical significance is analyzed using one way analysis of variance (ANOVA), followed by Tukey post-hoc test. p<0.05 was considered significant. GraphPad Prism 6.0 software (La Jolla, CA, USA) was used for statistical analysis of the data.

## Results

### LPS- and cannabinoid-differentially expressed miRNAs in BV-2 microglial cells

We used a high-throughput sequencing approach (miRNAseq) to analyze the expression of miRNAs in CBD-, THC-, LPS-, CBD+LPS, THC+LPS-treated microglial cells. 

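BV-2 cells are a mouse microglial cell line. CBD (cannabidiol) and THC (tetrahydrocannabinol) are plant cannabinoids, and LPS (lipopolysaccharide) is a bacterial cell wall component that activates these cells. Small RNA was sequenced from 18 samples, 3 in each of 6 groups, namely control, LPS, CBD, THC, CBD+LPS and THC+LPS. The authors deposited a value per sample for 855 miRNA hairpins (written mir) and 1279 mature miRNAs (written miR), each a feature of its own. The values are reads scaled by the library size and by edgeR's TMM factors (CPM). Each value was a whole multiple of the value of a single read in its sample, so that whole reads were recovered for 100% of the values. The recovered reads summed to between 442718 and 1057147 per sample, with a median of 595482 in control, 842970 in LPS, 618383 in CBD, 782757 in THC, 838172 in CBD+LPS and 924815 in THC+LPS. Between 1016 and 1494 features had at least 1 read in a sample, and 10 features took 54.1% of all reads. The smallest level that the depth can show, set at 3 reads, was 2.98 to 6.38 CPM, and it covers counting error alone. The groups were compared with limma on log2(CPM + 1) for the 1363 features with at least 10 reads over all samples, with the 6 groups in a single model. For features with few reads, fold changes on this scale can be smaller or larger than ratios of mean CPM. A change was counted at the paper's criterion, a p of at most 0.005 with at least 1.5-fold, taken here as an unadjusted p, which the paper does not state, and p-values adjusted by the Benjamini-Hochberg method are given beside the counts. Samples of a group differed by more than the sampling noise in every pair, with a chi-square per degree of freedom between 3.48 and 122.5. The labels number the samples 22 to 39 and give no batch, and in 5 of the groups the sample numbered 22 to 27 lay clearly apart from the other pair. In control the pairs of samples 28 and 34 and of samples 22 and 34 were almost equally close by chi-square, while Spearman's correlation across features was 0.945 and 0.844. Samples 22 to 27 hold 1 sample per group and by themselves allow no test of one group against another. Changes are therefore also given within samples 28 to 39, with 2 samples per group, a subset chosen after the data were seen. The share of reads on the hairpins mir-6236, mir-6240 and mir-6243 also differed between samples, at 0.2035%, 3.81% and 2.41% in the control samples and 1.67%, 0.160% and 0.151% in the CBD samples.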

Samples of miRNA were prepared from BV-2 microglial cells that were pre-incubated for 2 h with 10 μM CBD or 10 μM THC, followed by the addition of LPS (100 ng/ml) to the medium for another 4 h. It is important to note that, according to our previous results, CBD or THC treatment at 10 μM did not significantly affect the viability of BV-2 microglial cells during this 6 h incubation [28].

miRNA sequencing analysis revealed that 31 miRNAs were differentially regulated across the treatments (FDR 0.1; Table 1). 

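Across the 6 groups, 24 of the 1363 features differed at an adjusted p of at most 0.1 in limma's F test of the 5 treatment effects. Of the 31 features of Table 1, 20 were among them, and the 4 others were mir-221, mir-3096a, mir-1188 and miR-1897-3p. The adjusted p was 2.43e-10 for both arms of miR-155, 4.95e-08 for the mir-155 hairpin and 1.23e-05 for miR-21a-3p. Among the features of Table 1 above 0.1 were miR-449a-5p (0.373), mir-34a (0.229), miR-3962 (0.249) and miR-6351 (0.588). Read numbers were low for part of the table, with 8 of its features below 100 reads over all samples, among them miR-449a-5p with 32 and mir-34a with 49. Of the settings chosen before the data were examined, edgeR's likelihood ratio test on the recovered reads gave the highest count, 46 features. The lowest count, 12, came from mature miRNAs alone and from hairpins alone. Each of these sets holds only part of the tested features, so that a lower count there follows in part from its size. In the 12 samples numbered 28 to 39 the count was 248. Each group has 2 samples there. Only the CBD samples there have a low share of reads on mir-6236, mir-6240 and mir-6243. The higher count is thus not a clearer measure of the treatments.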

Only the miRNAs reaching the criteria of p≤0.005 and fold change of 1.5 were considered for further analysis. They are shown as underlined (for downregulated miRNAs) or with an asterisk (for upregulated miRNAs) in Table 1. 

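The mir-29c hairpin was 2.69-fold higher with LPS than in control, at 15.1 ± 3.15 against 5.80 ± 3.84 CPM (SD, n = 3), and the adjusted p from limma was 0.405. The hairpin mir-325 changed by 0.3795-fold with LPS, from 42.9 ± 13.7 to 16.9 ± 8.565 CPM, with an adjusted p of 0.365. The hairpin mir-3090 held 0, 4 and 6 reads in the control samples and 7, 6 and 4 in the CBD samples. Its change with CBD was 2.51-fold with an adjusted p of 0.600 from limma, and it missed the criterion. The log2 fold changes within samples 28 to 39 were 1.61 for mir-29c, -1.47 for mir-325, which passed the criterion there, and 0.26 for mir-3090.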

As can be seen, there are some miRNAs that although showing a fold change higher than 1.5, did not reach the cut-off threshold of p≤0.005.

**Table 1:** miRNA expression after treatment with LPS and cannabinoids, expressed as fold change versus control.

MicroRNA	Accession^#^	LPS	CBD	CBD+LPS	THC	THC+LPS
mmu-miR-155-3p	MIMAT0016993	28.92*	0.90	24.59*	0.70	21.91*
mmu-miR-155-5p	MIMAT0000165	9.68*	1.35	8.36*	0.64	8.99*
mmu-mir-155	MI0000177	6.51*	1.37	5.26*	0.69	6.43*
mmu-miR-451b	MI0021960	8.40*	11.97*	6.63	7.00	9.24*
mmu-miR-10b-5p	MIMAT0000208	7.40*	1.81	1.38	0.62	5.09*
mmu-miR-146a-3p	MIMAT0016989	5.52*	0.68	3.38*	0.92	3.56*
mmu-miR-21a-3p	MIMAT0004628	3.32*	1.04	2.82*	1.01	2.97*
mmu-mir-21a	MI0000569	2.97*	1.02	2.96*	1.18	3.32*
mmu-miR-21a-5p	MIMAT0000530	2.11*	1.15	1.70*	1.09	1.93*
mmu-miR-221-5p	MIMAT0017060	2.44*	0.69	1.95*	0.97	2.17*
mmu-mir-29c	MI0000577	2.40	1.39	2.53	1.82	3.76*
mmu-mir-20a	MI0000568	2.31*	1.08	1.96	0.84	2.6*
mmu-miR-20a-3p	MIMAT0004627	2.14*	1.22	1.61	0.98	1.82
mmu-mir-222	MI0000710	1.92*	0.83	1.73*	1.02	1.84*
mmu-miR-145a-3p	MIMAT0004534	1.81*	1.17	1.73*	0.99	1.92*
mmu-miR-449a-5p	MIMAT0001542	15.62	36.66*	25.15*	7.96	6.27
mmu-mir-34a	MI0000584	1.46	7.23*	4.48	2.37	2.67
mmu-mir-5112	MI0018021	1.09	2.75*	1.01	1.34	0.96
mmu-mir-181b-1	MI0000723	1.06	3.10*	1.92	1.07	1.21
mmu-miR-5129-5p	MIMAT0020640	1.05	0.03	0.68	1.20	0.51
mmu-mir-696	MI0004677	0.89	0.39	0.44	0.73	0.70
mmu-mir-3096b	MI0016969	0.84	2.02*	1.02	0.84	1.02
mmu-miR-3108-3p	MIMAT0014948	0.78	0.07	2.05	1.79	0.85
mmu-miR-3962	MI0016967	0.78	0.03	0.44	0.75	0.69
mmu-mir-3090	MI0014083	0.71	1.76	0.19	0.62	0.61
mmu-miR-6351	MI0021879	0.69	0.01	0.34	1.08	0.64
mmu-miR-6384	MI0021915	0.43	5.45*	0.82	0.33	0.59
mmu-mir-666	MI0004553	0.43	0.12	0.53	1.21	0.52
mmu-mir-325	MI0000597	0.39	2.72*	0.72	0.97	0.40
mmu-miR-25-5p	MIMAT0017049	0.36	1	0.33	0.61	0.42
mmu-miR-5123	MI0018034	0.07	0.29	0.63	0.17	0.19

^#^Accession number for the corresponding mmu-miRNAs, available at http://mirbase.org/; significantly upregulated miRNAs are marked with an asterisk; significantly downregulated miRNAs are underlined (p≤0.005)

Analyzing the 16 miRNAs affected by LPS stimulation (Fig 1A and 1B; 52% of the total), we found that 14 miRNAs (87.5% of the total LPS-affected miRNAs) were significantly upregulated and that 2 miRNAs (12.5%) were significantly downregulated by the treatment (miR-5123 and miR-25-5p) (p≤0.005; Table 1). 

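With LPS, 19 features were higher and 2 lower than in control at the criterion, and 14 had an adjusted p of at most 0.1. Of those that were higher, 13 are in Table 1, and the 6 others were miR-146a-5p, miR-154-3p, miR-1897-3p, mir-221, miR-3079-5p and mir-706. miR-25-5p fell from 166 ± 59.2 to 60.05 ± 14.4 CPM (SD, n = 3), a log2 fold change of -1.42 (standard error 0.38, adjusted p 0.143 from limma). miR-5123 held 5, 7 and 2 reads in the control samples and 0, 0 and 1 in the LPS samples, a log2 fold change of -2.65 (standard error 0.64, adjusted p 0.0681 from limma). Mir25 lies on chromosome 5 of GRCm38 from 138165321 to 138165404, in an exon of Mcm7, and Mir5123 on chromosome 4 from 40850056 to 40850138, in an intron of B4galt1. Of the settings chosen beforehand, the test of hairpins alone moved the count most, to 6 features. As hairpins are 642 of the 1363 tested features, a lower count there follows in part from the smaller set. Within samples 28 to 39, 25 features were higher and 12 lower, and the log2 fold changes were -1.33 for miR-25-5p and -2.21 for miR-5123, the latter no longer past the criterion.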

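With LPS, miR-155-3p rose from 15.8 ± 6.32 to 467 ± 62.2 CPM (SD, n = 3), a log2 fold change of 4.87 (standard error 0.31, adjusted p 1.66e-08 from limma). miR-155-5p rose from 922 CPM in control, with samples between 598.5 and 1248, to 8921 ± 662 CPM, a log2 fold change of 3.33 (standard error 0.22). Both arms come from Mir155 on chromosome 16 of GRCm38, from 84714140 to 84714204, within an exon of the non-coding gene Mir155hg. miR-146a-3p was 4.84-fold higher, at 35.9 ± 7.84 against 6.67 ± 1.93 CPM, with an adjusted p of 0.0200. miR-21a-3p was 3.32-fold higher, at 1186 ± 79.7 against 358 ± 42.0 CPM, with an adjusted p of 0.000111. miR-10b-5p rose 6.905-fold, from 2, 0 and 3 reads in the control samples to 8, 20 and 23 in the LPS samples, with an adjusted p of 0.0681. For these 5 miRNAs every LPS sample lay above every control sample. miR-451b, with 0, 1 and 0 reads in the control samples and 6, 3 and 5 in the LPS samples, was 4.64-fold higher with an adjusted p of 0.319, and it missed the criterion. Mir10b lies on chromosome 2 from 74726070 to 74726137, in introns of Hoxd3 and Hoxd4, and Mir451b on chromosome 11 from 78073170 to 78073241, outside any other annotated gene. Samples 28 to 39 alone gave log2 fold changes of 4.94 for miR-155-3p, 3.65 for miR-155-5p, 2.29 for miR-146a-3p, 1.80 for miR-21a-3p, 3.62 for miR-10b-5p and 1.75 for miR-451b.

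**Figure D1:**
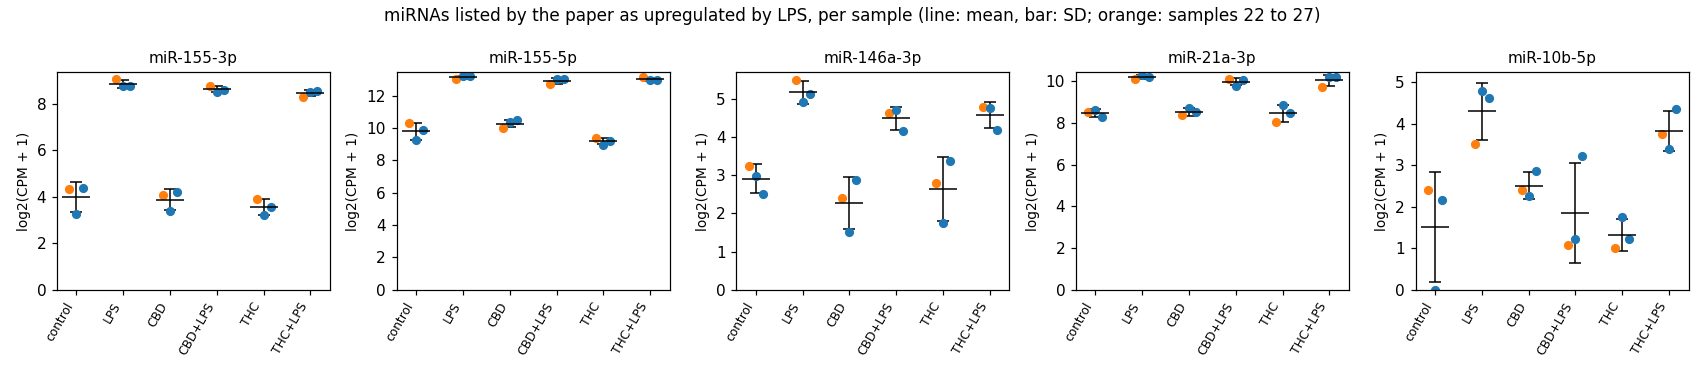
log2(CPM + 1) of 5 miRNAs in each sample, by group, with the mean (line) and SD (bar) of 3 samples and with samples 22 to 27 in orange. The LPS samples of miR-155-3p, at 467 CPM on average, lie above all control samples.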

Under LPS stimulation, miR-155-3p was the most significantly upregulated miRNA (by 29-fold versus control), followed by others including miR-155-5p (by 9.7-fold), miR-451b (by 8.4-fold), miR-10b-5p (by 7.4-fold), miR-146a-3p (by 5.5-fold) and miR-21a-3p (by 3.3-fold) (p≤0.005; Table 1).

**Fig 1:**
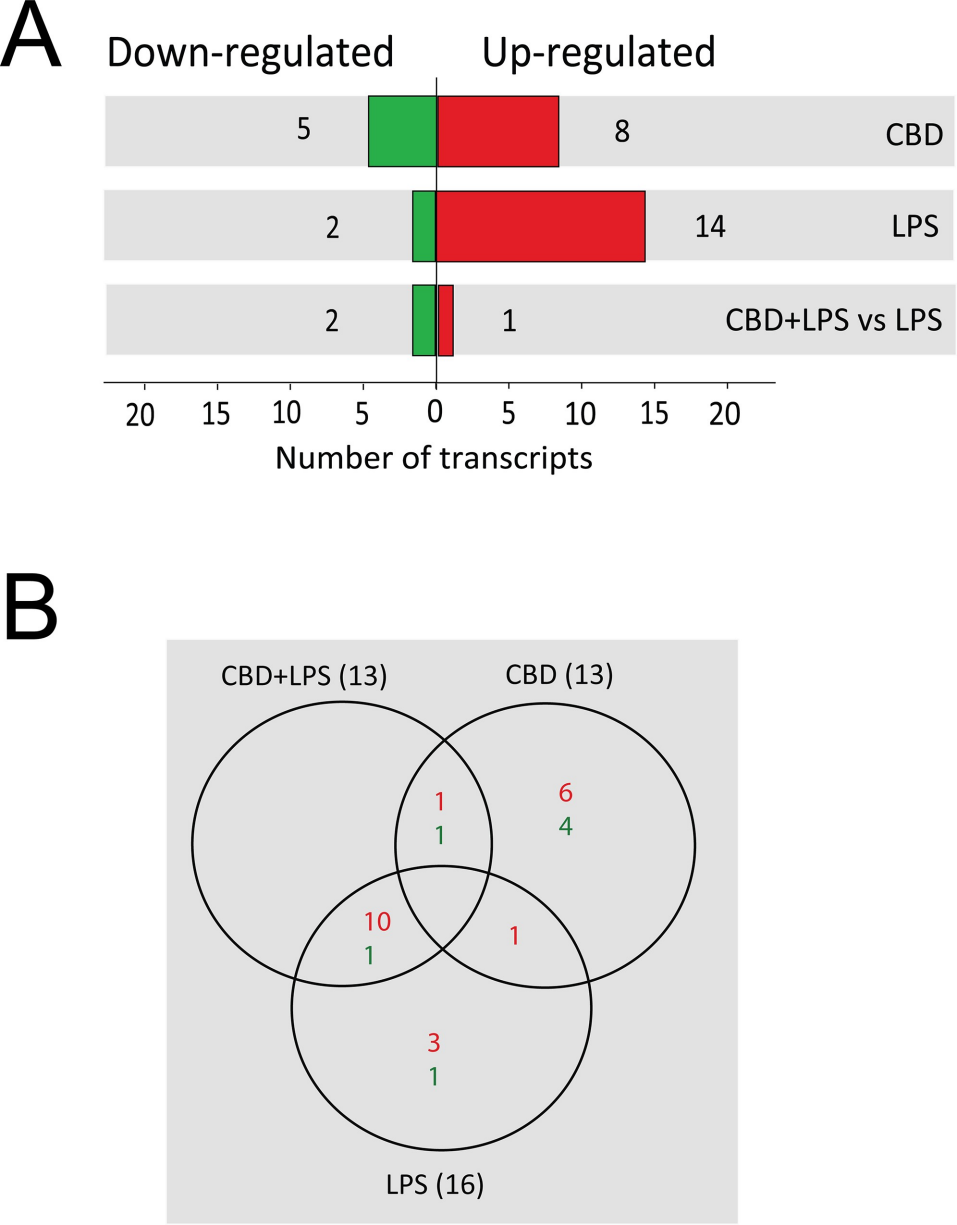
Deep sequencing analysis of the miRNA of BV-2 cells following treatment with LPS and cannabinoids. miRNA was extracted from BV-2 cells treated with LPS and cannabinoids and subjected to deep sequencing analysis as described in Methods. (A) Number of differentially expressed miRNAs that were either significantly upregulated (red) or downregulated (green) across the different treatment conditions versus control untreated cells and versus LPS (p≤0.005). The differentially expressed miRNAs were identified by using a threshold of a 1.5-fold change. (B) Venn diagrams representing the numbers of BV-2 microglial miRNAs that were either upregulated or downregulated at a significance of p≤0.005 following treatments with LPS, CBD and CBD + LPS.

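Relative to control, 14 features were higher and 5 lower with CBD+LPS, and 22 were higher and 3 lower with THC+LPS. An adjusted p of at most 0.1 was reached by 6 and 10 features, respectively. Of the features that were higher with LPS alone, 11 were also higher with CBD+LPS and 17 with THC+LPS. miR-155-3p stood at 397 ± 35.1 CPM (SD, n = 3) with CBD+LPS and 353.5 ± 31.0 CPM with THC+LPS, which is 25.0-fold and 22.3-fold the control. Testing hairpins alone moved both counts most, to 4 and 8 features in all. Hairpins are 642 of the 1363 tested features, so that lower counts there follow in part from the smaller set. From samples 28 to 39 the totals were 53 and 28 features.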

Most of the LPS-upregulated miRNAs were also significantly upregulated by CBD+LPS (10 miRNAs) as shown in Fig 1B, and by THC+LPS (13 miRNAs; Table 1). Moreover, in general, the addition of CBD or THC did not significantly affect the stimulatory effect of LPS. 

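Set against LPS alone, CBD+LPS had 0 features higher and 3 lower at the criterion (miR-10b-5p, miR-6390 and mir-696), and THC+LPS had 2 higher (miR-3113-5p and miR-328-5p) and 1 lower (mir-1188). An adjusted p of at most 0.1 was reached by 0 features in either comparison, while 44 and 32 had an unadjusted p of at most 0.05. The interaction of a cannabinoid with LPS, which asks whether its effect differs between resting and LPS-treated cells, gave 0 features at an adjusted p of at most 0.1, with 65 for CBD and 51 for THC at an unadjusted p of at most 0.05. The mir-155 hairpin differed by -0.31 on the log2 scale between CBD+LPS and LPS and by -0.02 between THC+LPS and LPS, with a standard error of 0.25. Every CBD+LPS sample of mir-155, at most 506 CPM, lay below every LPS sample, at least 545.5 CPM. Testing all features with at least 1 read gave 7 features for CBD+LPS against LPS and edgeR's likelihood ratio test gave 8 for THC+LPS against LPS, the highest counts among the settings chosen beforehand. In samples 28 to 39 the comparisons with LPS gave 4 and 2 features. The interaction of CBD gave 134 there, where both CBD samples have a low share of reads on mir-6236, mir-6240 and mir-6243 and no other sample does.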

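miR-10b-5p held 1, 1 and 7 reads in the CBD+LPS samples, or 3.62 ± 4.14 CPM (SD, n = 3), against 20.2 ± 8.56 CPM with LPS. The log2 fold change between CBD+LPS and LPS was -2.46 (standard error 0.67), and every CBD+LPS sample lay below every LPS sample. Over all tested features the adjusted p was 0.8495 (limma). With THC+LPS the miRNA stood at 13.8 ± 5.15 CPM. The change between CBD+LPS and LPS was -2.48 within samples 28 to 39 and missed the criterion there.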

Only one miRNA, miR-10b-5p, that was upregulated by LPS stimulation (by 7.4-fold; p≤0.005; Table 1), was significantly downregulated by CBD + LPS (reduced by 81% when comparing CBD + LPS *vs* LPS; p≤0.005).

Following CBD treatment, the expression of 13 out of the 31 miRNAs (42% of the total) was significantly changed; 8 miRNAs (61.5% of the total CBD-affected miRNAs) were significantly upregulated by more than 2-fold and 5 miRNAs (38.5%) were downregulated by more than 50% compared to the control values (p≤0.005; Fig 1A and 1B). 

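CBD alone had 16 features higher and 6 lower than control at the criterion, of which 6 and 2 are in Table 1. An adjusted p of at most 0.1 was reached by 7 features, namely mir-3096b, mir-181b-1, mir-696, mir-5112, mir-3096a, mir-34a and miR-3968. Of the settings chosen beforehand, 1 surrogate variable as a covariate gave the highest count of features past the criterion, 38. The adjusted p as the threshold gave the lowest, 7. The count was 9 with edgeR's filterByExpr, with mature miRNAs alone and with edgeR's quasi-likelihood test of the 2 groups alone. Mature miRNAs are 721 of the 1363 tested features, so that a lower count there follows in part from the smaller set. Leaving out each replicate in turn gave between 15 and 61. The edgeR quasi-likelihood test on the recovered reads, a setting added after the data were seen, gave 17. With samples 28 to 39 alone, 26 features were higher and 127 lower. In that subset CBD samples 30 and 36 are the only ones with less than 1% of reads on mir-6236, mir-6240 and mir-6243, so that CBD and this difference in library composition cannot be told apart there.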

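miR-449a-5p held 0, 0 and 0 reads in the control samples and 3, 2 and 6 in the CBD samples, or 5.85 ± 3.16 CPM (SD, n = 3), and its log2 fold change was 2.68 (standard error 0.70, adjusted p 0.159 from limma). The limit set at 3 reads per sample was 3.495 to 6.38 CPM in the control samples, where 1 read was 1.165 to 2.127 CPM. The CBD samples ranged from 3.756 to 9.483 CPM. With 0 reads in all 3 control samples, counting error alone leaves less room for a missed level than the limit of a single sample. miR-451b held 4, 5 and 6 reads in the CBD samples, a 6.47-fold change from control with an adjusted p of 0.155. The hairpin mir-34a held 0, 1 and 1 reads in the control samples and 7, 3 and 6 in the CBD samples, a 5.08-fold change with an adjusted p of 0.0915. miR-6384 stood at 32.7 ± 10.6 CPM with CBD and 6.10 ± 2.10 CPM in control, with an adjusted p of 0.311. Features with more reads were mir-181b-1, at 412 ± 136 against 133 ± 24.1 CPM (adjusted p 0.0342), and mir-3096b, at 4628 ± 980.4 against 2286 ± 93.02 CPM (adjusted p 0.0189). For these 6 features every CBD sample lay above every control sample. GENCODE M21 lists Mir3096, on chromosome 5 of GRCm38 from 23710991 to 23711061, as a small nucleolar RNA, and 70 of its 71 nucleotides are identical to Snord93. Samples 28 to 39 gave log2 fold changes of 2.82 for miR-449a-5p, 2.66 for miR-451b and 1.78 for mir-34a, all 3 short of the criterion there. For miR-6384, mir-181b-1 and mir-3096b they gave 2.23, 1.27 and 1.17, all 3 past it.

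**Figure D2:**
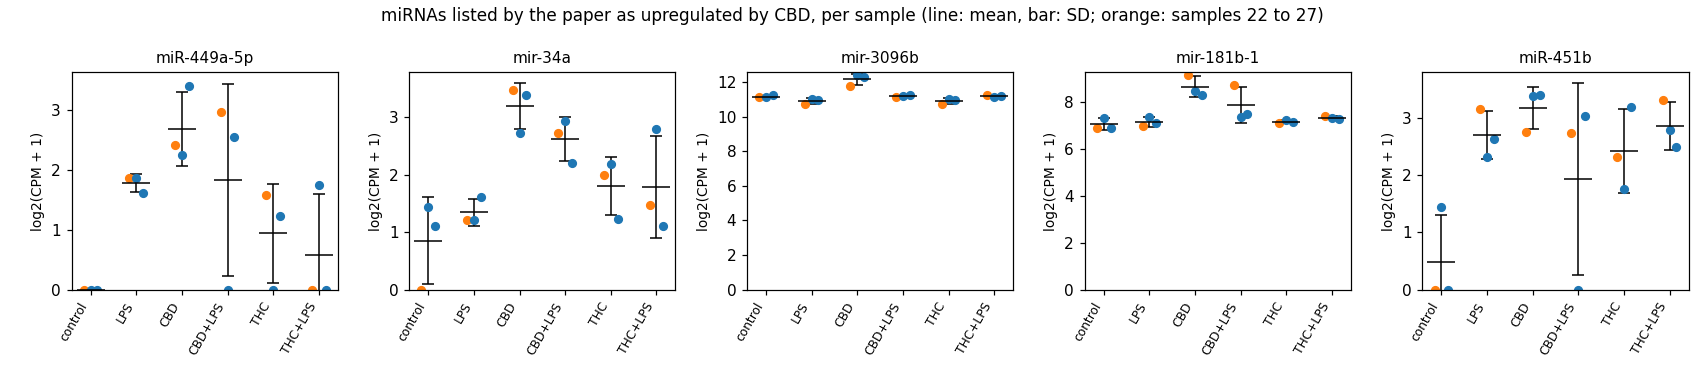
log2(CPM + 1) of 5 features in each sample, by group, with the mean (line) and SD (bar) of 3 samples and with samples 22 to 27 in orange. The CBD samples of mir-3096b, at 4628 CPM on average, lie above all control samples.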

The miRNAs upregulated to the highest extent by CBD treatment were miR-449a-5p (by 37-fold *vs* control), miR-451b (by 12-fold), miR-34a (by 7.2-fold), miR-6384 (by 5.5-fold) and miR-181b-1 (by 3.1-fold) (p≤0.005; Table 1). The downregulated miRNAs included miR-6351 (reduced by 99%), miR-5129-5p (by 97%), miR-3962 (by 97%), miR-666 (by 88%) and miR-696 (by 61%) (p≤0.005; Table 1).

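No read of miR-6351, miR-5129-5p or miR-3962 was recovered in the CBD samples. The control samples held 0, 19 and 9 reads of miR-6351, 0, 5 and 7 of miR-5129-5p and 1, 4 and 6 of miR-3962, in the order of samples 22, 28 and 34, so that control sample 22 was itself at 0 or 1 read. THC+LPS sample 27 also held 0 reads of each. The log2 fold changes with CBD were -2.86, -2.15 and -2.54, with adjusted p of 0.437, 0.360 and 0.133 from limma, and miR-3962 passed the criterion. The hairpin mir-666 stood at 9.82 ± 6.55 CPM (SD, n = 3) with CBD and 86.8 ± 111 CPM in control, with 5, 125 and 31 reads in the control samples and an adjusted p of 0.482. The hairpin mir-696 stood at 30.0 ± 6.59 against 77.8 ± 10.6 CPM, a log2 fold change of -1.36 (standard error 0.26, adjusted p 0.0342 from limma), and every CBD sample lay below every control sample. Samples 22, 27, 30 and 36 had the lowest shares of reads on mir-6236, mir-6240 and mir-6243. With the log2 of the summed CPM of these hairpins as a covariate, a setting chosen after the data were seen, the log2 fold changes were -1.30 for miR-6351, -1.19 for miR-5129-5p, -1.90 for miR-3962, -0.74 for mir-666 and -1.42 for mir-696, and only mir-696 passed the criterion. Without the covariate, the 12 samples numbered 28 to 39 gave log2 fold changes of -4.29 for miR-6351, -3.23 for miR-5129-5p, -2.98 for miR-3962, -3.67 for mir-666 and -1.20 for mir-696. All 5 passed the criterion there, where the low shares belong to CBD samples alone. In GRCm38, Mir6351 lies on chromosome 1 from 73855477 to 73855575 in an intron of a non-coding gene, Mir5129 on chromosome 2 from 45023100 to 45023177 in an intron of Zeb2, Mir3962 on chromosome 1 from 194822001 to 194822064 and Mir666 on chromosome 12 from 109717085 to 109717183, and the annotation lists no gene for mir-696.

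**Figure D3:**
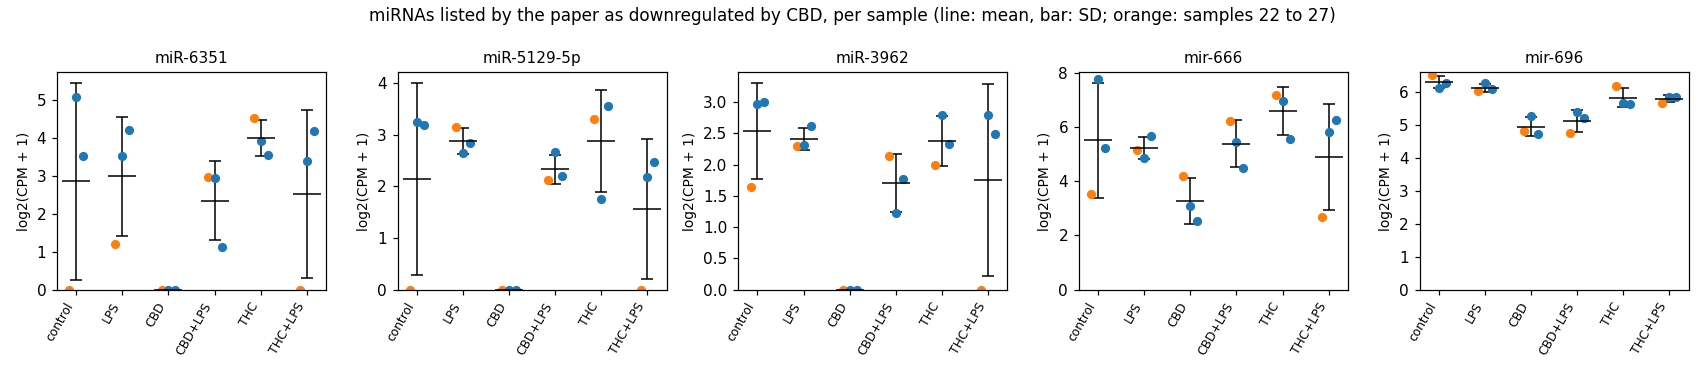
log2(CPM + 1) of 5 features in each sample, by group, with the mean (line) and SD (bar) of 3 samples and with samples 22 to 27 in orange. For miR-6351 and miR-5129-5p control sample 22 lies at 0 with the CBD samples, while for mir-696 the CBD samples lie below all control samples.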

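With THC, 4 features were higher and 2 lower than in control at the criterion. An adjusted p of at most 0.1 was reached by 0 features and an unadjusted p of at most 0.05 by 46. On simulated data with no change between the compared groups, limma called 6 of 1363 features at the same criterion. The feature of Table 1 among those called was miR-5123, with 1, 2 and 0 reads in the THC samples against 5, 7 and 2 in the control samples, a log2 fold change of -2.08 (standard error 0.64, adjusted p 0.959 from limma). Of the settings chosen beforehand, those that lowered the count furthest, to 0, were DESeq2 on the recovered reads, edgeR's filterByExpr, edgeR's quasi-likelihood test of the 2 groups alone and the adjusted p as the threshold. In samples 28 to 39 the count was 13, and miR-5123 changed by -1.84 on the log2 scale and missed the criterion.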

Interestingly, THC treatment only induced changes in one of these miRNAs (miR-5123 downregulated by 83%; p≤0.005; Table 1). 

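In the THC samples miR-451b held 4, 2 and 6 reads, a 3.83-fold change from control. The hairpin mir-29c stood at 11.4 ± 4.81 CPM (SD, n = 3), a 2.00-fold change, and mir-34a at 2.625 ± 1.14 CPM, a 1.935-fold change. miR-449a-5p held 2, 0 and 1 reads and changed 1.915-fold. miR-3108-3p held 4, 3 and 3 reads in the THC samples and 0, 2 and 2 in the control samples and changed 1.98-fold. The adjusted p was 0.977 for each of these 5 features (limma). The log2 fold changes from samples 28 to 39 were 1.75 for miR-451b, 1.44 for mir-29c, 0.43 for mir-34a, 0.62 for miR-449a-5p and 0.32 for miR-3108-3p.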

From the 5 miRNAs (miR-451b, miR-29c, miR-449a-5p, miR-34a and miR-3108-3p) that show an increase (1.5-fold change) in the expression after THC treatment, only miR-451b could be considered statistically significant if we change the cut-off threshold to p≤0.05. The other miRNAs were found to be not statistically significant.

### Role of CBD in the expression of miR-146a and miR-155-5p in LPS-activated microglial cells

Table 1 shows that several miRNAs are upregulated by LPS treatment. This included miR-155, miR-146a and miR-21. This result is in agreement with the finding that this trio of miRNAs is involved in many immune and inflammatory pathways, known to control TLR signaling [4, 10–11]. 

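miR-21a-5p rose from 20179 ± 1407 to 42481 ± 1715 CPM (SD, n = 3) with LPS, with an adjusted p of 0.006555 from limma. Its hairpin mir-21a rose from 74.6 ± 15.6 to 220.3 ± 17.0 CPM (adjusted p 0.005945), and the mir-155 hairpin from 88.9 ± 32.7 to 579.7 ± 30.0 CPM (adjusted p 1.94e-06). The mir-146a hairpin changed from 407.5 ± 61.5 to 545 ± 88.55 CPM, with an adjusted p of 0.901 from limma, and it missed the criterion. Its samples ranged from 371.1 to 478.5 CPM in control and from 447.2 to 619.6 CPM with LPS. Mir21a lies on chromosome 11 of GRCm38 from 86584067 to 86584158, within an exon of Vmp1, and Mir146, the gene of miR-146a, on the same chromosome from 43374397 to 43374461. For samples 28 to 39 the log2 fold changes were 1.05 for miR-21a-5p, 1.67 for mir-21a, 2.94 for mir-155 and 0.67 for mir-146a, and all 4 passed the criterion.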

The effects of cannabinoids on the level of expression of miR-146a and miR-155-5p were evaluated by qPCR. The modulation of the expression of both miRNAs show a more pronounced effect of 10 μM CBD as compared to 10 μM THC (Fig 2).

**Fig 2:**
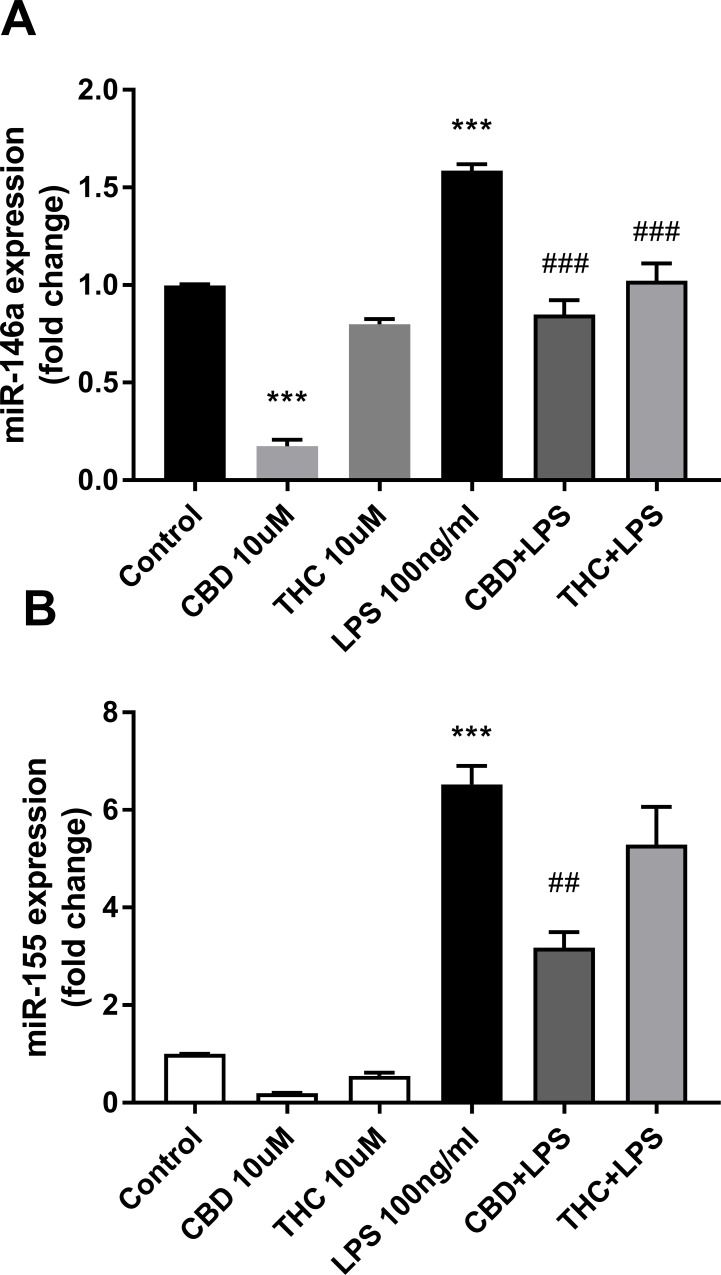
CBD downregulates the expression of miR-146a-5p and miR-155-5p in LPS-activated microglial cells. Cells were treated for 2 h with the indicated concentrations of cannabinoids and then activated for 4 h with 100 ng/ml LPS. Cells were harvested and miRNA was extracted for qPCR analysis. qPCR data were plotted as the mean ± SEM of three to four independent experiments. (A) One-way ANOVA F(5,12) = 78.66 p < 0.001; (B) one-way ANOVA F(5,18) = 49.61 p < 0.001. Tukey multiple comparison post hoc test: ***p < 0.001 vs. control; ##p < 0.01 and ###p < 0.001 vs. LPS.

In resting cells, miRNA 146a expression was highly and significantly downregulated by CBD (by 83%; p<0.001; Fig 2A). 

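By sequencing, miR-146a-5p stood at 5931 ± 1180.0 CPM (SD, n = 3) in control and 10986 ± 934.5 CPM with LPS, a 1.875-fold change with an adjusted p of 0.291 (limma), and every LPS sample lay above every control sample. miR-155-5p held 587, 350 and 789 reads in the control samples and 6238, 7050 and 9003 in the LPS samples, a 10.1-fold change. The log2 fold change of miR-146a-5p was 1.02 in samples 28 to 39.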

In agreement with the sequencing data, both miR-146a and miR-155-5p were upregulated by treatment with LPS (by 1.6-fold; p<0.001, and 6.5-fold; p<0.001, respectively). This upregulation is reduced by pretreatment with CBD (by 47%; p<0.001, and by 51%; p<0.01, respectively) (Fig 2A and 2B). At the concentration tested, the effect of THC was lower than that of CBD; the LPS-upregulated miR-146a was reduced by 37% (THC + LPS; p<0.001; Fig 2A). THC pretreatment did not show any significant effect on LPS-upregulated miR-155-5p (THC + LPS; Fig 2B).

Target prediction was performed for both, miR-146a and miR-155. S1 and S2 Tables contain a list of genes, validated according to miRTarBase and TarBase prediction tools. These targets were chosen using bioinformatics tools as described in Methods. Indeed, we found that many of these genes are significantly affected by LPS as well as by the presence of cannabinoids during LPS activation, according to the RNAseq data (fold change set on ≥1.4-fold or ≥40% reduction; p≤0.005). Selected target genes were found to be involved in TLR signaling (*Irak2*, *Irak3*, *Ikbk*ε*/Ikkε*, *Cot/Tpl2/Map3k8*, *Inpp5d/Ship1*), cytokine-mediated signaling (*Il6*, *Il6ra*), regulation of transcription (*Stat1*, *Pparg*, *Tp53inp1/Trp53inp1*), NF-κB signaling (*Relb*, *Ikbkε/Ikkε*), stress response (*Hmox1*, *Tp53inp1/Trp53inp1*, *Nrf2/Nfe2l2*), signal transduction (*Cish*, *Socs1*), Notch pathway (*Notch1*, *Notch2*, *Tspan14*), lipid signaling (*Lipin1*, *S1pr1*) as well as cell death and apoptosis (*Fas*, *Cflar*).

S1 Table shows that the cannabinoids reduced the expression of LPS-upregulated *Il6* mRNA as previously reported by us and others [28]. Among other targets, we were interested in *Pparg*, even though it was identified as a prediction target for miR-146a by only one prediction tool, the miRTarBase. *Pparg* mRNA expression was observed to be inversely correlated with miR-146a expression in LPS-stimulated microglia, following the canonical repression pattern (S1 Table). Indeed, we previously showed that LPS downregulates the mRNA expression of both *Pparg1* and *Pparg2* isoforms, in BV-2 microglial cells [31], in agreement with reports showing that NF-κB drives down Pparg expression in LPS-stimulated macrophages [59]. However, CBD did not exhibit any significant effect on *Pparg* mRNA expression in BV-2 microglial cells eventhough Pparg has been identified as a molecular target for CBD [60].

### miR-34a/449a is upregulated in microglial cells in response to CBD treatment

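miR-449a-5p held 2, 2 and 2 reads in the LPS samples, 6, 0 and 4 in the CBD+LPS samples and 0, 2 and 0 in the THC+LPS samples. The change with CBD+LPS from control was 3.56-fold, with an adjusted p of 0.533 (limma), and 1.27 on the log2 scale within samples 28 to 39. Over all samples miR-449a-3p had 1 read and the mir-449a hairpin 13 reads. Mir449a lies on chromosome 13 of GRCm38 from 113037534 to 113037624, within an intron of Cdc20b.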

One of the miRNAs that attracted our attention was miR-449, that was greatly upregulated by CBD (Table 1). The miR-449 cluster, containing the highly conserved miR-449a, miR-449b and miR-449c, was found to share strong sequence homologies with the miR-34 family (miR-34a, miR-34b and miR-34c) and therefore, classified as the miR-34/449 family. 

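In GRCm38, Mir34a covers 102 nucleotides of chromosome 4, from 150068454 to 150068555, outside any other annotated gene, and its hairpin reads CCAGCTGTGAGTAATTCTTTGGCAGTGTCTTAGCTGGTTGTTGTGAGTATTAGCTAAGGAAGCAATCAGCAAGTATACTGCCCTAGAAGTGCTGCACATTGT as DNA. The Mir449a hairpin of 91 nucleotides reads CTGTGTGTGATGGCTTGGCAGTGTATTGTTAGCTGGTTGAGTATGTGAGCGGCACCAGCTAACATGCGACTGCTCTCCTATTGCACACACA. GGCAGTG starts at nucleotide 21 of the first and at nucleotide 17 of the second, counted from 1 at the 5′ end.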

MiR-34a and miR-449a share the same seed sequence (GGCAGUG), suggesting similar mRNA targets [61]. However, despite these similarities, miR-449 and miR-34 seem to have distinct functions and to be regulated differentially [62]. MiR-34a is ubiquitously expressed, except in lung tissue, showing the highest levels in brain tissues, while miR-34b/c and miR-449a/b/c are mainly expressed in lung and testis, demonstrating tissue-specific functions [61, 63].

Analysis of miR-34a and miR-449a expressions by qPCR in BV-2 microglial cells showed similar profiles (Fig 3).

**Fig 3:**
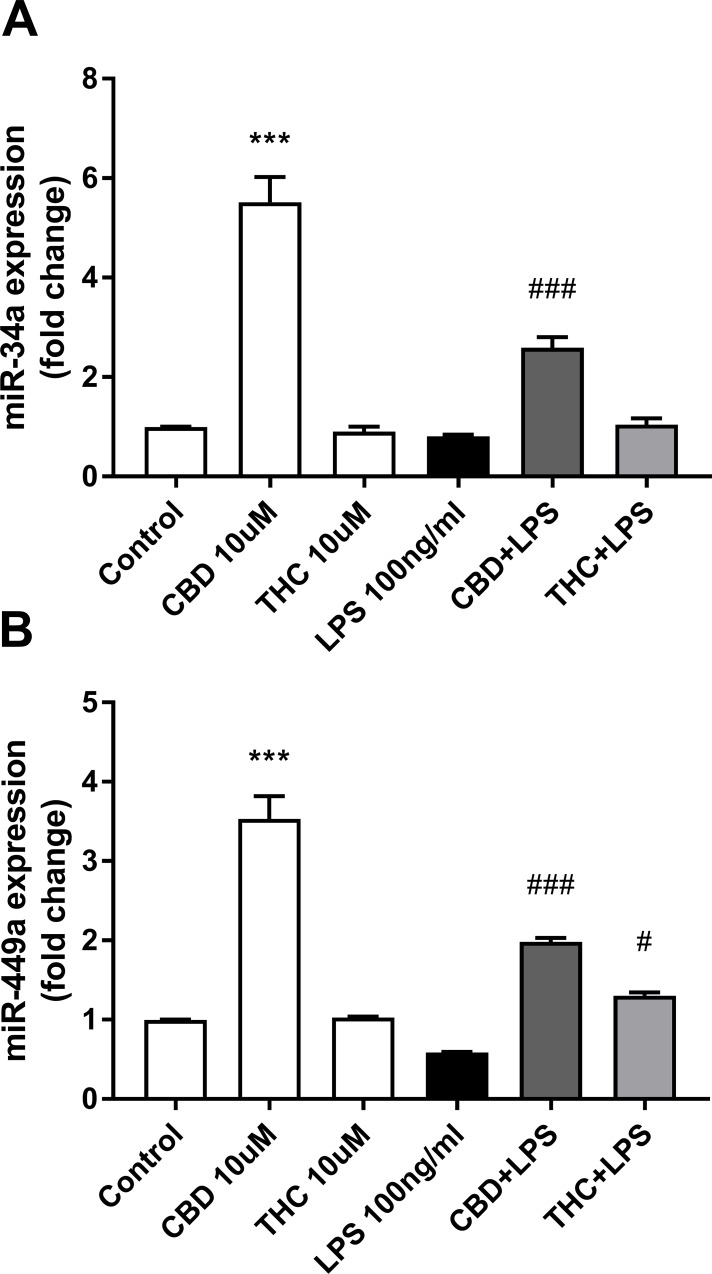
CBD upregulates the expression of miR-34a/449a in resting microglial cells. Conditions are as indicated in Fig 2. qPCR data were plotted as the mean ± SEM of three to four independent experiments. (A) One-way ANOVA F(5,19) = 62.78 p < 0.001; (B) one-way ANOVA F(5,12) = 78.31 p < 0.001. Tukey multiple comparison post hoc test: ***p < 0.001 vs. control; #p < 0.05 and ###p < 0.001 vs. LPS.

Both, miR-34a and miR-449a were upregulated by CBD (by 5.5-fold; p<0.001; Fig 3A and by 3.5-fold; p<0.001; Fig 3B respectively), although miR-449a to a lower degree when compared to the sequencing data (37-fold; p≤0.005; Table 1). As pointed out for miR-146a and miR-155-5p, we observed also for miR-34a and miR-449a a more pronounced effect of CBD as compared with THC. Using qPCR, we examined miR-34a expression in BV-2 cells stimulated with different doses of LPS (0 to 5 μg/ml) and found out that it was not affected by LPS at any dose (Fig 4A); on the other hand, it was upregulated by CBD treatment in a dose dependent manner (Fig 4B). It is interesting to point out that THC does not affect the expression of miR-34a at all the concentrations tested (0 to 10 μM) under our experimental conditions (data not shown).

**Fig 4:**
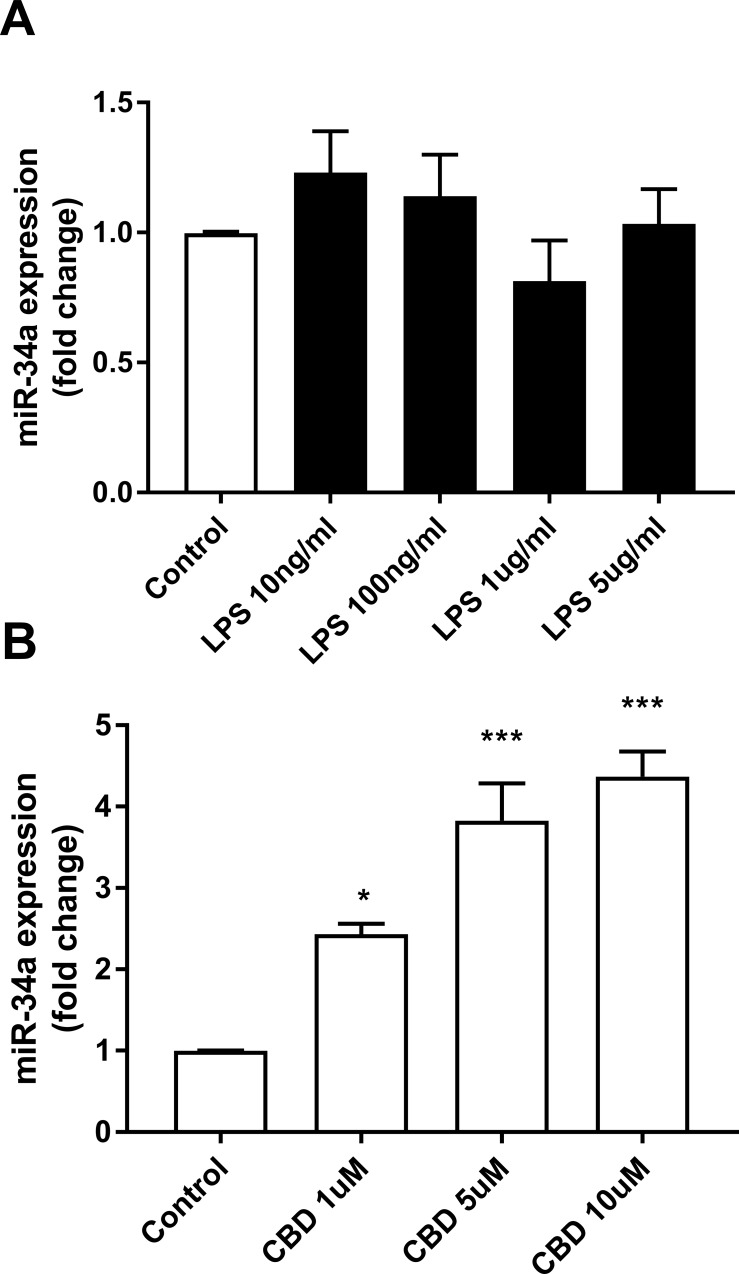
miR-34a expression is not affected by LPS, but upregulated by CBD. Cells were treated for 4 h with the indicated concentrations of LPS or for 6 h with the indicated concentrations of CBD. Cells were harvested and miRNA extracted for qPCR analysis. qPCR data were plotted as the mean ± SEM of three to four independent experiments. (A) One-way ANOVA F(4,10) = 1.339 not significant; (B) one-way ANOVA F(3,8) = 28.12 p < 0.001. Tukey multiple comparison post hoc test: *p < 0.05 and ***p < 0.001 vs. control.

Potential target genes for miR-34a-5p were chosen using the target prediction tools described in Methods. S3 Table shows a selection of miR-34a target genes which were found to be affected by cannabinoids, LPS, or their combinations. Most of these target genes encode factors required for cell cycle regulation (*Ccnd1*, *Ccne2*, *Cdkn1a/p21*, *E2f5*, *Cdc25a*), Notch signaling (*Notch1*, *Notch2*, *Dll1*), inflammation (*Il6*, *Tnf*), Wnt/β-catenin signaling (*Wnt1*), stress response (*Slc7a11/xCT*, *Ddit4*, *Ndrg1*, *Tp53inp1/Trp53inp1*), membrane transport (*Aqp9*, *Slc7a11/xCT*), apoptosis (*Gas1*, *Mdm2*, *Pdgfrb*), regulation of transcription (*Rora*, *Rela*, *Foxp1*, *Hes2*, *Tp53inp1/Trp53inp1*), and senescence (*Hbp1*). Among these targets, the expression of the cell cycle-related transcripts (*Ccnd1*, *Ccne2*, *E2f5*, *Cdc25a*) was found to be inversely correlated with miR-34a expression in CBD-treated cells (S3 Table).

Among the miR-34a target genes, we validated the Notch ligand *Dll1* by qPCR (Fig 5).

**Fig 5:**
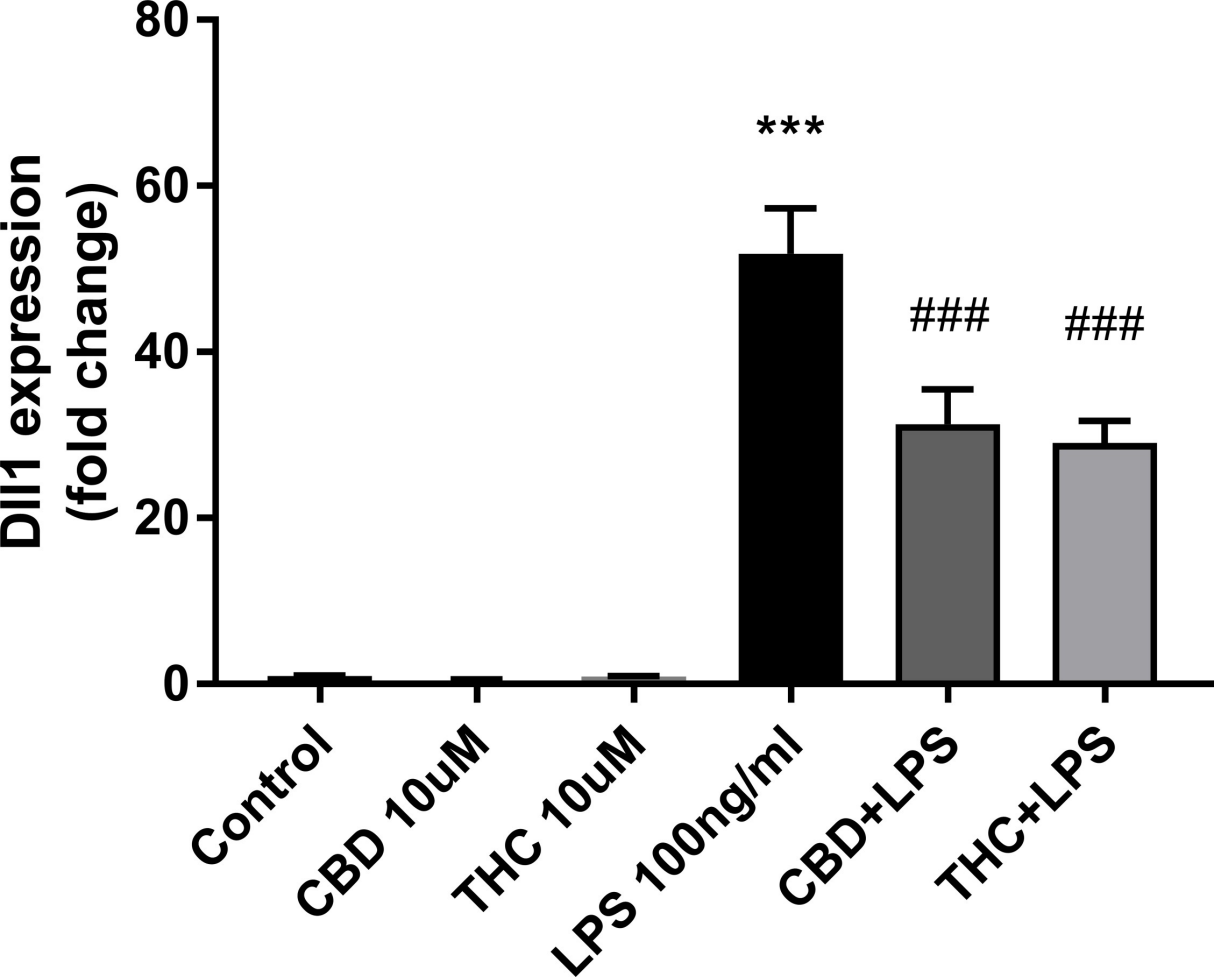
CBD and THC downregulate the expression of the Notch ligand Dll1 in LPS-activated microglial cells. Conditions are as indicated in Fig 2. qPCR data were plotted as the mean ± SEM of three to four independent experiments. One-way ANOVA F(5,24) = 50.54 p < 0.001. Tukey multiple comparison post hoc test: ***p < 0.001 vs. control; ###p < 0.001 vs. LPS.

Surprisingly, in resting cells, *Dll1* expression was downregulated by CBD by 56%, a result that was found to be not statistically significant, in contrast to the upregulation pattern observed in the sequencing data (upregulation by 11-fold; p≤ 0.0005; S3 Table). Analyzing the effect of LPS, we observed an upregulation of *Dll1* expression by LPS (by 52-fold; p<0.001), which was decreased by pretreatment with CBD (by 40%; p<0.001) and with THC (by 44%; p<0.001) (Fig 5).

### Network analysis and signaling pathways

The differential miRNA expression patterns, revealed by miRNAseq of BV-2 microglial cells treated with LPS and/or cannabinoids, were analyzed using IPA, which integrates published findings on biologically meaningful genetic or molecular gene/gene product interactions and identifies new targets as well as functionally related gene networks. Differential miRNA expression values (*e*.*g*.; LPS *vs* control, CBD *vs* control or CBD + LPS *vs* LPS) were entered into IPA to determine the most highly regulated networks of miRNA-mRNA interactions and to highlight the biological processes that are relevant to each of the treatments. Genes that met the p value cutoff of 0.005 for differential expression were used to build the gene networks using IPA tools. Networks describing the relationships between miRNAs and a subset of genes and their related transcripts are presented in Figs 6–8.

**Fig 6:**
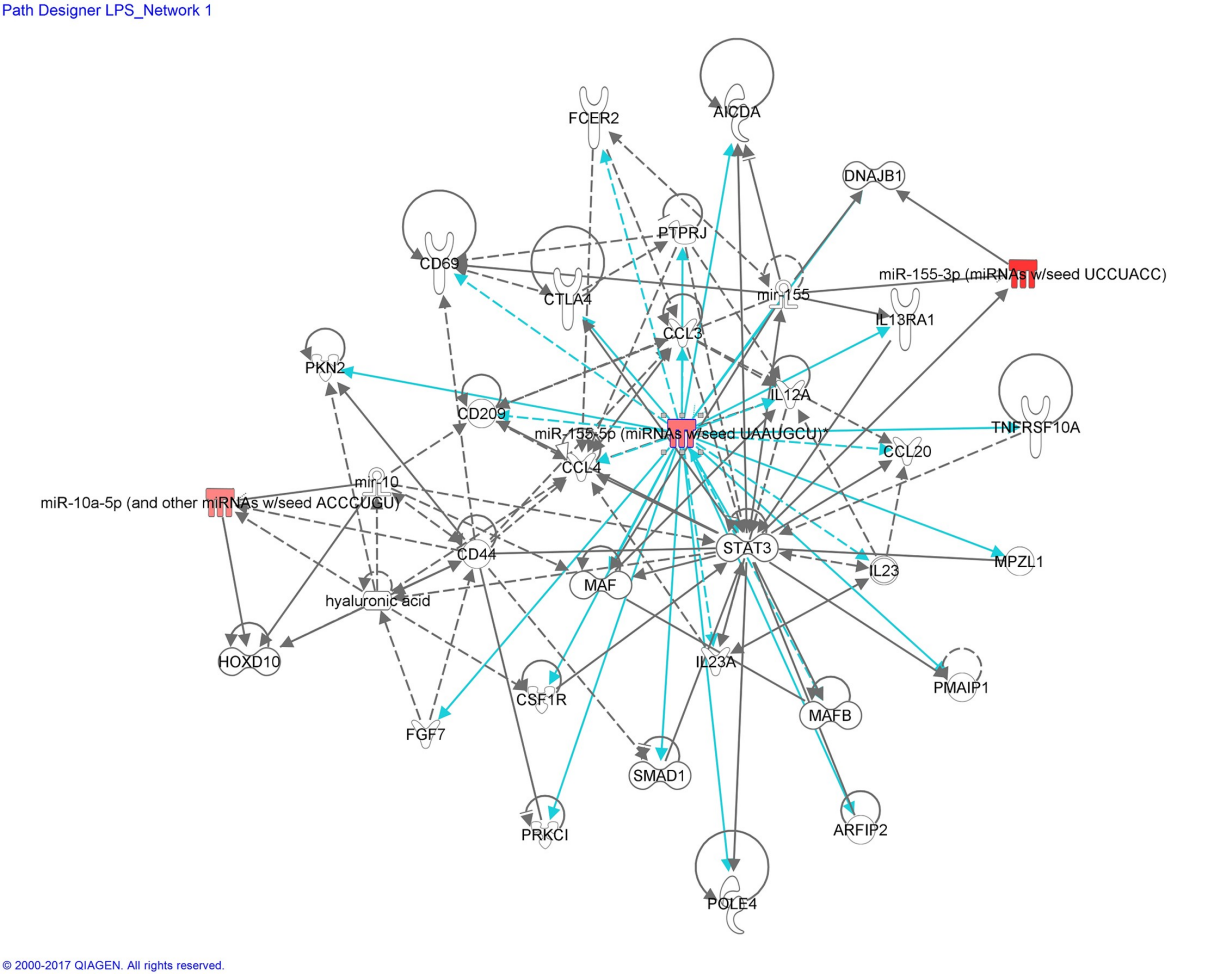
miRNA:mRNA gene network associated to LPS-stimulated microglial cells, identified by Ingenuity Pathway Analysis (IPA)—Network LPS_miR-155-5p. Network analysis of the genes whose expression was affected by LPS was performed using the Ingenuity software. Each network displays the genes/gene products as nodes (different shapes representing the functional classes of gene products) and the biological relationships between the nodes as lines. Full lines represent direct interactions and broken lines, indirect interactions. Lines in gray represent interactions shown in the literature. Lines in turquoise represent the interactions provided by our mRNA/miRNA sequencing data. The color intensity of the mature miRNA node indicates the degree of upregulation (red) of the respective miRNA.

**Fig 7:**
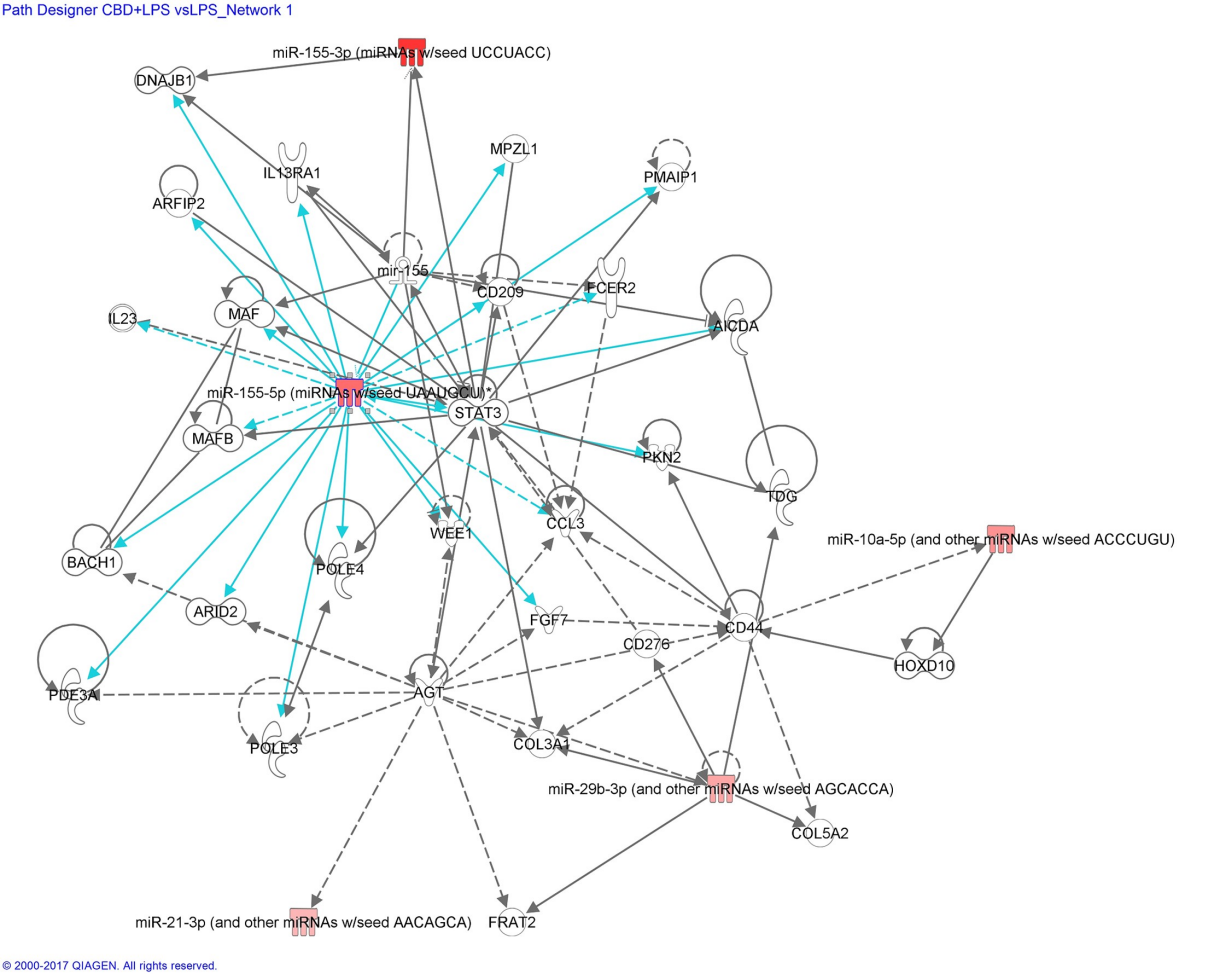
miRNA:mRNA gene network showing the effect of CBD on LPS-stimulated microglial cells, identified by IPA—Network CBD + LPS vs LPS_miR-155-5p. Details are as indicated in Fig 6.

**Fig 8:**
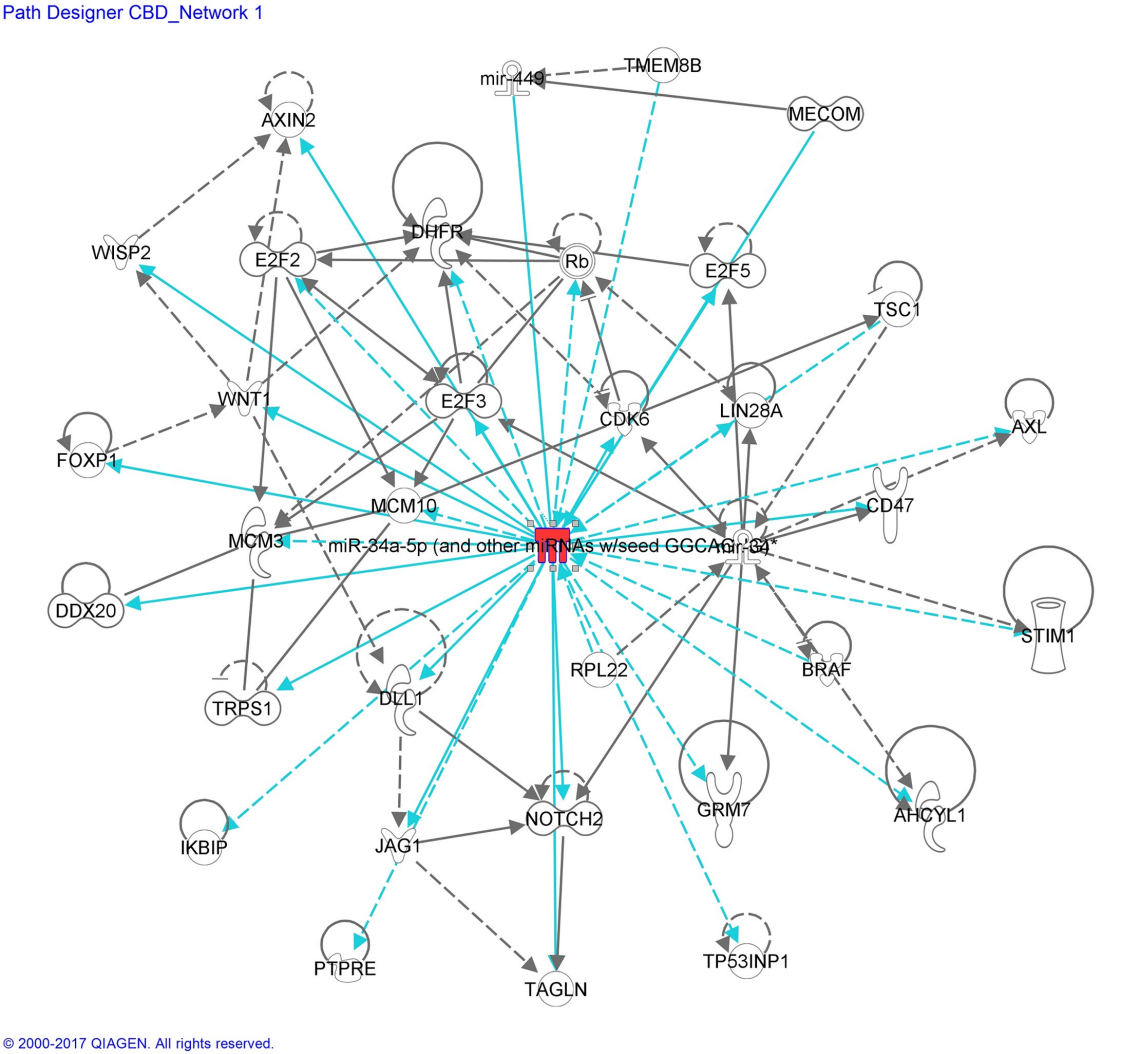
miRNA:mRNA gene network associated to CBD-treated microglial cells, identified by IPA—Network CBD_miR-34a-5p. Details are as indicated in Fig 6.

Interactome analysis of LPS and associated miRNA:mRNA gene network is shown in Fig 6.

This network has in its central position the mature miRNA-155-5p (and other miRNAs with seed sequence UAAUGCU, including miR-155, considered by IPA as a duplicate). These miRNAs are upregulated by LPS (Table 1; Fig 2B). The LPS-Network interconnects miR-155-5p (possessing 15 edges, *via* direct connections and 9 edges, *via* indirect ones) with cytokines (*Il12a/b*, *Il23a*, *Il13ra1*), chemokines (C-C motif) (*Ccl4*, *Ccl3*, *Ccl20*), cell surface antigen molecules (*Cd209*, *Cd44*, *Cd69*, *Cd23/Fcer2a*, *Cd152/Ctla4*), transcription factors (*Stat3*, *Smad 1*, *MafB*), regulators of apoptotic processes (*Pmaip1/Noxa*), kinases (*Pkn2*, *Prkci*), phosphatases (*Ptprj*), other enzymes (*Aicda/Arp2/Aid*), regulators of signal transduction (*Mpzl1*) and regulators of cytoskeleton organization (*Arfip2/Por1*).

Fig 7 shows miRNA:mRNA interactions for CBD + LPS *vs* LPS.

Mature miR-155-5p appears to play a central role, showing 17 edges of direct connections. However, only three transcripts were exclusively found to be interconnected to miR-155-5p after CBD+LPS treatment: *Bach1*, a transcription factor involved in oxidative stress; *Wee1*, a cell cycle regulator; and *Pole3/Ybl1*, an enzyme with polymerase activity. The other transcripts interconnected to miR-155 after LPS treatment, were already exhibited in Fig 6.

Interactome analysis of CBD and associated miRNA:mRNA gene network is shown in Fig 8.

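The mature miR-34a-5p and the mir-34a hairpin are separate features of the files. miR-34a-5p stood at 66.5 ± 24.05 CPM (SD, n = 3) with CBD and 65.4 ± 11.8 CPM in control, with 34, 50 and 36 reads in the CBD samples and 29, 46 and 48 in the control samples. Its log2 fold change was -0.02 (standard error 0.38, adjusted p 0.995 from limma), and the sign changed with the processing, to 0.02 with edgeR's likelihood ratio test and to 0.14 within samples 28 to 39. The feature listed in Table 1 is the hairpin.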

MiR-34a-5p (and other miRNAs with seed sequence GGCAGUG, including miR-449a-5p considered by IPA as a duplicate of miR-34a-5p) is upregulated by CBD (Table 1; Fig 3A and 3B) and plays a central role in this network, possessing 14 and 13 edges *via* direct and indirect connections. A series of canonical pathways, including those involved in Rb (Retinoblastoma)/E2F cell cycle (*Rb*, *E2f2*, *E2f3*, *E2f5*, *Cdk6*, *DHFR*), Notch (*Dll1*, *Notch 2*, *Jag1*), Wnt (*Wnt*, *Axin2*, *Wisp2/Ccn5*) and NF-κB (*Ikbip*) were found to participate in this network. Other affected genes are related to apoptosis (*Ddx20*, *Ikbip*), integrin-associated signal transduccion (*Cd47*), stress protein with antioxidant-associated tumor suppressive function (*Tp53inp1/Trp53inp1*), calcium signaling (*Stim1*), as well as those related to proliferation and survival (*Lin28a*).

## Discussion

In the present study, we identified a repertoire of miRNAs that are differentially modulated by cannabinoids and/or LPS treatments in microglial BV-2 cells.

It attracted our attention the poor effect exhibited by THC in our experimental model. Only miR-5123 is significantly affected by THC. In addition, 14 miRNAs were found to be upregulated by THC+LPS treatment, from them 13 miRNAs were also affected by LPS more or less, to the same extent. 

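With THC+LPS, miR-155-5p stood at 8282 ± 567 CPM (SD, n = 3) and mir-155 at 573 ± 47.5 CPM. miR-145a-3p stood at 1816 ± 78.5 CPM with THC+LPS and 1709 ± 45.6 CPM with LPS, and mir-222 at 28157 ± 2222 and 29449 ± 2236 CPM. The log2 difference between THC+LPS and LPS was -0.11 for miR-155-5p, 0.09 for miR-145a-3p and -0.07 for mir-222, each smaller than its standard error (0.22, 0.19 and 0.25). The hairpin mir-29c, which missed the criterion with LPS alone, stood at 23.5 ± 8.73 CPM, a 3.98-fold change from control with an adjusted p of 0.0837 (limma). Between THC+LPS and LPS it differed by 0.56 on the log2 scale, with a standard error of 0.48. The log2 fold changes with THC+LPS were 3.42 for miR-155-5p, 0.99 for miR-145a-3p, 1.08 for mir-222 and 2.19 for mir-29c in samples 28 to 39.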

THC reduces the expression of LPS-upregulated miR-146a but not of LPS-upregulated miR-155-5p. THC+LPS treatment increased the expression of miR-449a-5p but not of miR-34a-5p. 

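Compared directly in resting cells, 18 features were higher and 27 lower with CBD than with THC at the criterion, and 7 had an adjusted p of at most 0.1. The hairpin mir-3096b was 2.38-fold higher (adjusted p 0.001065, limma) and miR-155-5p 2.115-fold higher (adjusted p 0.0355, limma). miR-6384 was 18.0-fold higher (adjusted p 0.0319, limma), with 31, 16 and 15 reads in the CBD samples and 5, 0 and 0 in the THC samples. Leaving out each replicate in turn, a setting chosen beforehand, gave between 18 and 88 features. With the summed CPM of mir-6236, mir-6240 and mir-6243 as a covariate, a setting chosen after the data were seen, 16 features were higher and 3 lower. In LPS-treated cells 2 features were higher with CBD, mir-1188 and miR-7a-2-3p, and 0 had an adjusted p of at most 0.1, against 36 at an unadjusted p of at most 0.05. Pooled over resting and LPS-treated cells, 4 features changed with CBD and 0 with THC at an adjusted p of at most 0.1, and an unadjusted p of at most 0.05 was reached by 93 and 41. Within samples 28 to 39, 158 features differed between CBD and THC in resting cells and 2 in LPS-treated cells, the latter all lower with CBD. The log2 fold changes in resting cells were 1.33 for mir-3096b, 1.30 for miR-155-5p and 4.79 for miR-6384. In resting cells of that subset CBD and library composition cannot be told apart.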

Comparing the cannabinoids tested, 10 μM CBD appears to have a much greater effect than 10 μM THC on the expression of these miRNAs. These results are in line with the more robust effects of CBD on mRNA regulation in resting/surveillant and LPS-activated microglial cells, as compared with THC, shown by us previously [28,31,33].

Here we show that CBD strongly downregulates miR-146a in resting cells and that both CBD and THC inhibit the LPS-upregulated expression of this miRNA. Once LPS induces NF-κB signaling through the MyD88-dependent pathway, activated NF-κB induces the transcription of many genes, including miR-146a and the major pro-inflammatory cytokines *Il-6* and *Il-1*β.

In addition, an excessive activation of NF-κB induces miR-146a to act as a negative regulator of inflammation, leading to a reduction of NF-κB transcriptional activity through targeting Irak1 and Traf6, and through suppression of NF-κB inducible genes such as *Il-6* and *Il-1*β [64]. It is important to note that the key role of miR-146a as a negative feed-back regulator is fundamental to prevent a disregulated inflammation process and to control its magnitude, but miR-146a is also upregulated during immune activation through the increase in NF-κB activity [65]. We suggest that CBD is downregulating miR-146a expression by targeting NF-κB signaling, and by this way, decreasing the mRNA levels of LPS-upregulated *Il-6* and *Il-1*β in BV-2 microglial cells [28]. In this regard, our group previously demonstrated that CBD reduces the activity of the NF-κB signaling pathway, by partially decreasing LPS-induced degradation of IκB as well as by reducing LPS-induced NF-κB p65 subunit phosphorylation [28]. In addition, CBD decreased the level of Il-6 and Il-1β proteins, providing evidence of the anti-inflammatory effects of CBD as mediated *via* NF-κB [28]. Although Irak1 and Traf6 were identified as direct targets for miR-146a, we did not find these adapter molecules through our target prediction tools. Moreover, studies from our group showed that 10 μM CBD did not affect the level of Irak1 and IkB proteins as well as the level of phosphorylated p65, in the absence of LPS, in 6h experiments [28]. However, we demonstrated that CBD partially decreased LPS-induced degradation of Irak1 [28], showing a possible participation of miR-146a as a negative regulator. Therefore, more studies are required in order to understand the sequence of events CBD+LPS/miR-146a/Irak1 and the final effect of CBD on NF-κB signaling.

Although miR-146a and miR-155 are co-induced by LPS, their final effects are different. MiR-146a exerts control of the inflammatory response leading to reduced inflammation by fine-tuning TLR signaling rather than abolishing the signal, whereas miR-155 is a pro-inflammatory miRNA, essential in driving the inflammatory phenotype M1 [66]. MiR-155 is the most highly upregulated miRNA in response to inflammatory stimuli, such as LPS and/or IFN-γ, in diverse immune cells [13, 67–68], including microglia [14–15, 69]. Reports show that the main target of miR-155 is the inhibitory protein of inflammation Inpp5d/Ship1 (inositol polyphosphate-5-phosphatase D/Src homology-2 domain-containing inositol 5-phosphatase 1), a negative regulator of TLR4 signaling. Our present results demonstrate that after LPS activation, miR-155-5p expression is upregulated, in a good correlation with the reduction of Inpp5d/Ship1 expression (downregulated by LPS by 60%), leading to inflammation. CBD pretreatment reverses this effect, in a good agreement with its inhibition of the LPS-upregulated miR-155-5p expression. CBD reduces the LPS-increased miR-155-5p expression by 51%, leading to a decrease in Inpp5d/Ship1 degradation (Inpp5d/Ship1 expression nearly reaches control values; p≤0.01). Although Inpp5d/Ship1 is a negative regulator of TLR4, its level of expression after CBD+LPS treatment for 6 h does not arrive to the threshold required to mounting an inflammatory response.

Another target of mir-155 is Ikbkε/Ikkε (inhibitor of kappaB kinase epsilon) which functions in the TLR4/TRIF/MyD88-independent pathway, inducing Ifnb production. Our group showed that CBD decreases the mRNA levels of LPS-upregulated *Ifnb* as well as the LPS-induced release of Ifnb in BV-2 cells, suggesting that CBD exerts its inhibitory activity upstream of Ifnb production [28]. As CBD reverses the LPS-upregulated Ikbkε expression reaching control values and decreases upregulated Ifnb1 mRNA expression (by 70%, p≤0.005; [33]), CBD might be acting at the level of the paralog kinases Ikbkε/Tbk1 (TANK-binding kinase 1), that are activating Irf3 and hence, Ifnb synthesis [70]. Altogether, these results provide evidence for the anti-inflammatory effects of CBD.

Among the miR-155 target transcripts, we find the stress response genes Hmox1 and Bach1, both of them upregulated by CBD (by 3.0-fold; p≤0.01 and by 40%; p≤0.005, respectively) and by CBD+LPS (by 9.4-fold; p≤0.0001 and by 80%; p≤0.0001, respectively). Interestingly, the highly pro-inflammatory miR-155 has been reported to be cytoprotective during inflammation by enhancing the induction of Hmox1 expression *via* inhibition of Bach1 translation in endothelial cells [71]. Moreover, miR-155 has been found to attenuate inflammation and oxidative injury *via* enhancement of Nrf2-mediated *Hmox1* and *Slc7a11/xCT* gene expressions [72]. In addition, our group reported that many transcripts induced by CBD, including *Hmox1* and *Slc7a11/xCT* are classified as Nrf2-mediated oxidative stress response genes [31,33]. This specific Nrf2-mediated redox-regulated gene expression pattern defines the microglial phenotype Mox [18], and suggests that BV-2 cells switch from the inflammatory phenotype M1 in LPS-activated microglia to the Nrf2-mediated Mox in CBD-treated cells.

CBD was found to strongly upregulate miR-34a in resting and in LPS-treated cells. MiR-34a has multiple roles including regulation of cell cycle, apoptosis, differentiation and migration, and its expression is controlled by p53 [73–74]. Accordingly, miR-34a has many potential target genes, among them, the Notch receptors and their ligands, associated with innate immunity and inflammation through Notch-TLR crosstalk [75]. LPS upregulates Notch1 and Notch2 mRNA expressions. In addition, we show that LPS upregulates Notch ligand Dll1 mRNA expression, in line with the findings that activation of microglia or macrophages with TLR4 ligands leads to induction of Notch receptors and their ligands, including Dll1, Dll4 and Jagged1 [75–78]. Our results demonstrate that LPS modulates Notch signaling by inducing the expression of Dll1. In addition, CBD and THC reduce the expression of LPS-upregulated Dll1 showing an effect of cannabinoids on Notch signaling. As CBD+LPS upregulates miR-34a expression and reduces its target gene Dll1, we suggest that miR-34a might be involved in the modulation of Notch signaling pathway, leading to reduced inflammation.

Interestingly, a cross-talk between Notch and Nrf2 signaling has been reported [79], and miR-34a has been demonstrated to be involved in the modulation of the Nrf2 anti-oxidant pathway [72]. In this regard, cellular redox homeostasis in BV-2 microglial cells, might be regulated by redox sensitive miRNAs, including miR-155 and miR-34a, through their modulation of Nrf2-driven gene expression, upregulated by CBD [31,33].

Fig 8 shows other miR-34a potential target genes, specially a group involved in the RB/E2F cell cycle. We found in our RNAseq data, several target genes related to cell cycle regulation, including *Ccnd1*, *Ccne2*, *Cdk6*, *Cdk1a/p21*, *E2F5* and *Cdc25a*, previously shown by us, to be affected by CBD and/or LPS and their combination [31,33]. *Ccnd1*, *Ccne2*, *Cdk1a/p21*, *E2f5* and *Cdk6* are involved in the G_1_/S transition *via* the Rb-E2F signaling pathway, and *Cdc25a* plays a role in assisting both G_1_/S and G_2_/M progressions. We show here that CBD downregulates the mRNA expression of *Ccnd1* (50%, p<0.0001), *Ccne2* (50%, p<0.0001) and *E2f5* (50%, p<0.001), as well as of the dual phosphatase *Cdc25a* (40%, p<0.0001). All together, CBD could induce a cell cycle arrest in the G_1_ phase leading to inhibition of the E2F pathway [80–81]. In addition, CBD upregulates *Cdkn1a/p21* (3.3-fold, p<0.001), that inhibits the activity of cyclinD-Cdk4, preventing Rb phosphorylation during G_1_ to S phase transition. These results confirm that CBD plays a role in cell cycle arrest at the level of the G_1_/S phase transition. Moreover, it has been reported that regulation of the G_1_/S transition through modulation of *Ccnd1* expression represents a central mechanism through which NF-κB/IKK signaling regulates cell growth and proliferation [82]. Our data thus suggests that CBD inhibits proliferation through G1/S phase arrest (involving *Ccnd1* downregulation and *Cdkn1a/p21* upregulation), and that this CBD-inhibitory effect possibly depends on the NF-κB signaling transduction pathway.

It is important to note here that many of the identified miRNA:mRNA interactions do not obey the canonical repression rule, as pointed out by others [14, 68]. For example, *Irak1/2* (a target of miR-146) as well as *Socs1*, *Cebpb* and *IkbkƐ* (targets of miR-155) are upregulated instead of repressed, as would be expected. In this regard, it is accepted that each miRNA has many targets and that each mRNA can be regulated by more than one miRNA, suggesting a more complex regulatory mechanism than an ordinary direct repression of a target gene [83].

In conclusion, the present miRNA expression profiling highlights the role of several miRNAs in modulating inflammatory networks in LPS-activated microglia. Here we show that CBD anti-inflammatory effects are mediated via reduction in the expression of some LPS-activated miRNAs, by targeting NF-κB and IRF3 pathways, as well as by reducing LPS-upregulated *Dll1* expression, involved in Notch-TLR crosstalk signaling. CBD and CBD+LPS effects are found to be linked to targets modulated by miR-146a, miR-155 and miR-34a, especially genes related to inflammation (*Il6* and *Ifnb1*), Notch signaling (*Dll1*), cell cycle regulation (*Ccnd1* and *Cdkn1a/p21*), and Nrf2-mediated oxidative stress response (*Hmox* and *Bach1*). All together, miRNAs affected by CBD and less so by THC, show to be linked to inflammatory pathways, cell cycle arrest and Nrf2-mediated cellular stress.

## Supporting information

S1 Table Selected miR-146a target genes. (PDF) Click here for additional data file.

S2 Table Selected miR-155 target genes. (PDF) Click here for additional data file.

S3 Table Selected miR-34a target genes. (PDF) Click here for additional data file.

# Supplementary material for: miRNA expression profiles and molecular networks in resting and LPS-activated BV-2 microglia—Effect of cannabinoids
**Source:** PLoS One. 2019 Feb 11;14(2):e0212039. doi: 10.1371/journal.pone.0212039
**Supplement:** S1 Table

**S1 Table. Selected miR-146a target genes**

| Gene Name                                      | Description                                             | Accession*  | Fold change<br>(versus control) |     |     | Fold change<br>(versus LPS) |           |
|------------------------------------------------|---------------------------------------------------------|-------------|---------------------------------|-----|-----|-----------------------------|-----------|
|                                                |                                                         |             | LPS                             | CBD | THC | CBD + LPS                   | THC + LPS |
| <b><i>Immune response and inflammation</i></b> |                                                         |             |                                 |     |     |                             |           |
| <i>Il6</i>                                     | interleukin 6                                           | MGI:96559   | 159                             | 3.1 | 0.3 | 0.5                         | 0.5       |
| <b><i>Host defense</i></b>                     |                                                         |             |                                 |     |     |                             |           |
| <i>Rsad2</i>                                   | radical S-adenosyl<br>methionine domain<br>containing 2 | MGI:1929628 | 36.6                            | 4.5 | 0.5 | 1.4                         | 0.7       |
| <b><i>TLR signaling</i></b>                    |                                                         |             |                                 |     |     |                             |           |
| <i>Irak2</i>                                   | interleukin-1 receptor-<br>associated kinase 2          | MGI:2429603 | 4.0                             | 1.1 | 1.1 | 0.9                         | 0.9       |
| <i>Cot/ Tpl2 /<br/>Map3k8</i>                  | mitogen-activated<br>protein kinase kinase              | MGI:1346878 | 4.6                             | 1.3 | 4.0 | 0.9                         | 0.8       |
|                                                | kinase 8                                                |             |                                 |     |     |                             |           |
| <b><i>Chemokines</i></b>                       |                                                         |             |                                 |     |     |                             |           |
| <i>Cxcr4</i>                                   | chemokine (C-X-C motif)<br>receptor 4                   | MGI:109563  | 0.1                             | 4.6 | 0.2 | 2.5                         | 4.0       |
| <b><i>Metabolic</i></b>                        |                                                         |             |                                 |     |     |                             |           |
| <i>Nos2</i>                                    | nitric oxide synthase 2,<br>inducible                   | MGI:97361   | 553                             | 2.7 | 0.7 | 0.9                         | 0.7       |
| <b><i>Cell death and apoptosis</i></b>         |                                                         |             |                                 |     |     |                             |           |
| <i>Fas</i>                                     | Fas (TNF receptor<br>superfamily member 6)              | MGI:95484   | 22.6                            | 1.8 | 0.7 | 0.8                         | 0.8       |

**Notch signaling**

|               |         |           |     |     |     |     |     |
|---------------|---------|-----------|-----|-----|-----|-----|-----|
| <i>Notch1</i> | notch 1 | MGI:97363 | 6.6 | 1.3 | 1.1 | 1.0 | 1.1 |
|---------------|---------|-----------|-----|-----|-----|-----|-----|

**Regulation of transcription**

|             |       |            |     |     |     |     |     |
|-------------|-------|------------|-----|-----|-----|-----|-----|
| <i>Relb</i> | avian | MGI:103289 | 3.5 | 1.5 | 0.9 | 1.2 | 0.9 |
|-------------|-------|------------|-----|-----|-----|-----|-----|

reticuloendotheliosis  
viral (v-rel) oncogene  
related B

|              |                       |            |     |     |     |     |     |
|--------------|-----------------------|------------|-----|-----|-----|-----|-----|
| <i>Stat1</i> | signal transducer and | MGI:103063 | 3.1 | 1.8 | 0.8 | 0.8 | 0.8 |
|--------------|-----------------------|------------|-----|-----|-----|-----|-----|

activator of  
transcription 1

|              |                         |           |     |     |     |     |     |
|--------------|-------------------------|-----------|-----|-----|-----|-----|-----|
| <i>Pparg</i> | peroxisome proliferator | MGI:97747 | 0.4 | 1.2 | 0.9 | 0.7 | 1.0 |
|--------------|-------------------------|-----------|-----|-----|-----|-----|-----|

activated receptor  
gamma

**Stress response**

|              |                      |            |     |     |     |     |     |
|--------------|----------------------|------------|-----|-----|-----|-----|-----|
| <i>Vegfa</i> | vascular endothelial | MGI:103178 | 0.8 | 2.1 | 1.3 | 3.2 | 1.3 |
|--------------|----------------------|------------|-----|-----|-----|-----|-----|

growth factor A

\* Accession number available at Mouse Genome Informatics (MGI): <http://www.informatics.jax.org/>

# Supplementary material for: miRNA expression profiles and molecular networks in resting and LPS-activated BV-2 microglia—Effect of cannabinoids
**Source:** PLoS One. 2019 Feb 11;14(2):e0212039. doi: 10.1371/journal.pone.0212039
**Supplement:** S3 Table

**S3 Table. Selected miR-34a target genes**

| GeneName                         | Description                                                                     | Accession*  | Fold change<br>(versus control) |      |     | Fold change<br>(versus LPS) |           |
|----------------------------------|---------------------------------------------------------------------------------|-------------|---------------------------------|------|-----|-----------------------------|-----------|
|                                  |                                                                                 |             | LPS                             | CBD  | THC | CBD + LPS                   | THC + LPS |
| Immune response and inflammation |                                                                                 |             |                                 |      |     |                             |           |
| Il6                              | interleukin 6                                                                   | MGI:96559   | 158.8                           | 3.1  | 0.3 | 0.5                         | 0.5       |
| Tnf                              | tumor necrosis factor                                                           | MGI:104798  | 41.1                            | 0.9  | 1.1 | 0.7                         | 0.7       |
| Signal transduction              |                                                                                 |             |                                 |      |     |                             |           |
| Il6st                            | interleukin 6 signal transducer                                                 | MGI:96560   | 0.4                             | 1.0  | 1.1 | 1.2                         | 1.2       |
| Axl                              | AXL receptor tyrosine kinase                                                    | MGI:1347244 | 1.4                             | 3.6  | 0.5 | 1.1                         | 1.1       |
| Stress response                  |                                                                                 |             |                                 |      |     |                             |           |
| Ddit4                            | DNA-damage-inducible transcript 4                                               | MGI:1921997 | 0.5                             | 13.2 | 1.0 | 22.8                        | 2.6       |
| Ndrp1                            | N-myc downstream regulated gene 1                                               | MGI:1341799 | 0.6                             | 9.6  | 0.8 | 5.5                         | 2.3       |
| Slc7a11/xCT                      | solute carrier family 7 (cationic amino acid transporter, y+ system), member 11 | MGI:1347355 | 1.6                             | 1.4  | 1.0 | 2.0                         | 1.1       |
| Notch signaling                  |                                                                                 |             |                                 |      |     |                             |           |
| Notch1                           | notch 1                                                                         | MGI:97363   | 6.6                             | 1.3  | 1.1 | 1.0                         | 1.1       |
| Notch2                           | notch 2                                                                         | MGI:97364   | 2.0                             | 1.0  | 1.1 | 1.2                         | 0.9       |
| Dll1                             | delta-like 1 (Drosophila)                                                       | MGI:104659  | 60.6                            | 11.2 | 1.9 | 0.8                         | 0.9       |
| Cell cycle                       |                                                                                 |             |                                 |      |     |                             |           |
| Ccnd1                            | cyclin D1                                                                       | MGI:88313   | 0.3                             | 0.5  | 0.9 | 0.4                         | 1.2       |
| Ccne2                            | cyclin E2                                                                       | MGI:1329034 | 0.6                             | 0.5  | 0.9 | 0.7                         | 1.0       |
| Cdkn1a/p21                       | cyclin-dependent kinase inhibitor 1A (P21)                                      | MGI:104556  | 7.4                             | 3.3  | 0.6 | 1.5                         | 0.8       |
| Cdc25a                           | cell division cycle 25A                                                         | MGI:103198  | 0.8                             | 0.6  | 0.8 | 0.6                         | 1.0       |
| E2f5                             | E2F transcription factor 5                                                      | MGI:105091  | 0.9                             | 0.5  | 1.2 | 0.8                         | 1.0       |
| Interferon regulated             |                                                                                 |             |                                 |      |     |                             |           |
| Ifnb1                            | interferon beta 1, fibroblast                                                   | MGI:107657  | 76.0                            | 4.3  | 0.4 | 0.4                         | 0.4       |
| Proinflammatory chemokines       |                                                                                 |             |                                 |      |     |                             |           |
| Ccl22                            | chemokine (C-C motif) ligand 22                                                 | MGI:1306779 | 10.1                            | 0.9  | 0.6 | 0.1                         | 0.6       |

**Lipid signaling and metabolism**

|              |         |             |     |     |     |     |     |
|--------------|---------|-------------|-----|-----|-----|-----|-----|
| <i>Lpin1</i> | lipin 1 | MGI:1891340 | 0.1 | 2.3 | 0.8 | 3.0 | 2.0 |
|--------------|---------|-------------|-----|-----|-----|-----|-----|

**TGF- $\beta$  signaling**

|              |                                |             |     |     |     |     |     |
|--------------|--------------------------------|-------------|-----|-----|-----|-----|-----|
| <i>Tgfb2</i> | TGFB-induced factor homeobox 2 | MGI:1915299 | 0.5 | 0.8 | 0.9 | 0.7 | 1.1 |
|--------------|--------------------------------|-------------|-----|-----|-----|-----|-----|

**Regulation of transcription**

|              |                 |             |     |     |     |     |     |
|--------------|-----------------|-------------|-----|-----|-----|-----|-----|
| <i>Foxp1</i> | forkhead box P1 | MGI:1914004 | 2.2 | 0.8 | 1.1 | 0.8 | 0.8 |
|--------------|-----------------|-------------|-----|-----|-----|-----|-----|

|                  |                                                               |             |     |     |     |     |     |
|------------------|---------------------------------------------------------------|-------------|-----|-----|-----|-----|-----|
| <i>Trp53inp1</i> | transformation related protein 53 inducible nuclear protein 1 | MGI:1926609 | 1.1 | 2.2 | 0.9 | 1.1 | 1.2 |
|------------------|---------------------------------------------------------------|-------------|-----|-----|-----|-----|-----|

|             |                                            |             |     |     |     |     |     |
|-------------|--------------------------------------------|-------------|-----|-----|-----|-----|-----|
| <i>Hes2</i> | hairy and enhancer of split 2 (Drosophila) | MGI:1098624 | 0.7 | 1.8 | 1.4 | 0.4 | 1.0 |
|-------------|--------------------------------------------|-------------|-----|-----|-----|-----|-----|

|             |                                                              |            |     |     |     |     |     |
|-------------|--------------------------------------------------------------|------------|-----|-----|-----|-----|-----|
| <i>Rela</i> | v-rel reticuloendotheliosis viral oncogene homolog A (avian) | MGI:103290 | 1.7 | 1.3 | 1.0 | 1.4 | 1.0 |
|-------------|--------------------------------------------------------------|------------|-----|-----|-----|-----|-----|

|             |                                   |            |     |     |     |     |     |
|-------------|-----------------------------------|------------|-----|-----|-----|-----|-----|
| <i>Rora</i> | RAR-related orphan receptor alpha | MGI:104661 | 0.8 | 2.5 | 0.9 | 2.9 | 1.4 |
|-------------|-----------------------------------|------------|-----|-----|-----|-----|-----|

**Apoptosis**

|             |                          |           |     |     |     |     |     |
|-------------|--------------------------|-----------|-----|-----|-----|-----|-----|
| <i>Gas1</i> | growth arrest specific 1 | MGI:95655 | 2.8 | 1.4 | 1.6 | 2.0 | 2.6 |
|-------------|--------------------------|-----------|-----|-----|-----|-----|-----|

|             |                                            |           |     |     |     |     |     |
|-------------|--------------------------------------------|-----------|-----|-----|-----|-----|-----|
| <i>Mdm2</i> | transformed mouse 3T3 cell double minute 2 | MGI:96952 | 2.1 | 1.5 | 1.0 | 1.8 | 1.0 |
|-------------|--------------------------------------------|-----------|-----|-----|-----|-----|-----|

|               |                                                           |           |     |     |     |     |     |
|---------------|-----------------------------------------------------------|-----------|-----|-----|-----|-----|-----|
| <i>Pdgfrb</i> | platelet derived growth factor receptor, beta polypeptide | MGI:97531 | 2.4 | 1.2 | 0.8 | 0.8 | 0.8 |
|---------------|-----------------------------------------------------------|-----------|-----|-----|-----|-----|-----|

|            |                       |           |     |     |     |     |     |
|------------|-----------------------|-----------|-----|-----|-----|-----|-----|
| <i>Src</i> | Rous sarcoma oncogene | MGI:98397 | 5.3 | 1.5 | 1.0 | 1.2 | 0.9 |
|------------|-----------------------|-----------|-----|-----|-----|-----|-----|

**NF- $\kappa$ B signaling**

|              |                                                                            |           |     |     |     |     |     |
|--------------|----------------------------------------------------------------------------|-----------|-----|-----|-----|-----|-----|
| <i>Nfkb1</i> | nuclear factor of kappa light polypeptide gene enhancer in B cells 1, p105 | MGI:97312 | 5.3 | 1.0 | 1.0 | 0.9 | 0.8 |
|--------------|----------------------------------------------------------------------------|-----------|-----|-----|-----|-----|-----|

**Membrane transport and secretion**

|              |           |             |     |     |     |     |     |
|--------------|-----------|-------------|-----|-----|-----|-----|-----|
| <i>Cnnm3</i> | cyclin M3 | MGI:2151055 | 0.5 | 1.1 | 1.1 | 1.2 | 1.2 |
|--------------|-----------|-------------|-----|-----|-----|-----|-----|

|             |             |             |     |     |     |     |     |
|-------------|-------------|-------------|-----|-----|-----|-----|-----|
| <i>Aqp9</i> | aquaporin 9 | MGI:1891066 | 1.6 | 9.9 | 0.7 | 9.6 | 1.6 |
|-------------|-------------|-------------|-----|-----|-----|-----|-----|

**Senescence**

|             |                                                |            |     |     |     |     |     |
|-------------|------------------------------------------------|------------|-----|-----|-----|-----|-----|
| <i>Hbp1</i> | high mobility group box transcription factor 1 | MGI:894659 | 1.9 | 1.7 | 1.1 | 1.3 | 1.0 |
|-------------|------------------------------------------------|------------|-----|-----|-----|-----|-----|

**Wnt signaling**

|             |                                          |           |     |     |     |     |     |
|-------------|------------------------------------------|-----------|-----|-----|-----|-----|-----|
| <i>Wnt1</i> | wingless-related MMTV integration site 1 | MGI:98953 | 0.9 | 1.2 | 0.9 | 0.6 | 0.7 |
|-------------|------------------------------------------|-----------|-----|-----|-----|-----|-----|

\* Accession number available at Mouse Genome Informatics (MGI): <http://www.informatics.jax.org/>

How the deposited data were processed for this re-analysis (not part of the article)

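Small RNA was sequenced from 18 samples of BV-2 microglial cells, 3 in each of 6 groups. By the paper's methods the cells received 10 μM CBD or THC for 6 h in all, 100 ng/ml LPS for 4 h, or the cannabinoid 2 h before LPS. Each sample's group was taken from its label. The labels number the samples 22 to 39, each number used once. In the tests as reported these numbers served as names. After the data were seen they also set a covariate for samples 22 to 27 and the subset of samples 28 to 39. The quantitative PCR, pathway and mRNA results of the paper were not analysed here.

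By the paper's methods, the authors aligned the reads to the mouse sequences of miRBase with BWA, allowing at most 10 mappings per read, counted the reads of each known miRNA, and used edgeR. The values the authors deposited are CPM, that is, reads per sample scaled by the library size times edgeR's TMM factor, and they list 855 hairpins and 1279 mature miRNAs without a filter on low values. In some samples with a TMM factor below 1 the deposited values sum to more than a plain CPM total, and the unit was recorded for them as a score, although the quantity is the same in every sample. The paper's text does not name the unit, and it was read from the values. In each sample every value was a whole multiple of the smallest value above 0, which gave whole reads for 100% of the values, and TMM factors computed from these reads gave back the deposited scale to within a relative deviation of 4.8e-10. Whether reads with several mappings were counted on each feature, and which version of miRBase served for the alignment, the paper's text does not state.

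The recovered reads summed to between 442718 and 1057147 per sample, with a median of 773271. At this depth 3 reads corresponded to between 2.98 and 6.38 CPM, a floor for counting error alone, since reads amplified by PCR are not independent molecules.

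The values were transformed to log2(CPM + 1) and tested with limma 3.58.1 with a mean-variance trend in R 4.3.3. Features with at least 10 reads over the 18 samples were tested, which left 1363 features, 642 hairpins and 721 mature miRNAs. A model with the 6 groups gave the F test of the 5 treatment effects, each treatment against control, each cannabinoid with LPS against LPS, the cannabinoids against each other, and the interaction of each cannabinoid with LPS. A model with LPS and cannabinoid as additive effects gave the effects pooled over the other treatment. Comparisons of 2 groups were counted at a p of at most 0.005 with at least 1.5-fold, the paper's criterion. The paper does not state whether this p is adjusted, and it was taken as unadjusted. The F test, the interactions and the pooled effects were counted at an adjusted p of at most 0.1 by the Benjamini-Hochberg method over the tested features. Tests were 2-sided.

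The comparisons, their thresholds and the alternatives were chosen before the data were examined, on the assumption of raw counts and with edgeR's quasi-likelihood test. Because the values are CPM, limma was used in its place, and edgeR's quasi-likelihood test on the recovered reads became an alternative added after the data were seen. The alternatives chosen beforehand were DESeq2's size factors (RLE in edgeR), library size alone or the paper's reference miRNAs, miR-103-3p and miR-191-5p, for scaling, edgeR's filterByExpr or at least 1 read as the filter, hairpins or mature miRNAs alone, and DESeq2 1.42.0. Further ones were edgeR 4.0.16's likelihood ratio test, robust quasi-likelihood test and exact test, fits of the 2 groups compared, 1 surrogate variable from sva 3.50.0, the adjusted p as the threshold, and each replicate left out in turn. For fold changes, a prior count of 2 and the ratio of mean CPM were used as well. The robust test and the fits of 2 groups ran on the recovered reads, so that in them the test changed too. Pseudocounts of 0.5 and 2, no mean-variance trend, a covariate for library composition, a covariate for samples 22 to 27 and the 12 samples numbered 28 to 39 alone were added after the data were seen. The composition covariate was the log2 of the summed CPM of mir-6236, mir-6240 and mir-6243.

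The miRNAs named were every feature of Table 1, the miRNAs that the paper measured by quantitative PCR with their other arms and hairpins, its reference miRNAs, and, for each comparison, up to 3 features with the smallest p among those with an adjusted p of at most 0.1 whose samples in one group all lay above those in the other. This rule was set beforehand. Further named features are those called in a comparison and those that differed across the groups outside Table 1.

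Both limma and edgeR's quasi-likelihood test were tried on simulated data of 1363 features with the same depths, in which 200 features changed 4-fold. Positions are those of GENCODE M21 on GRCm38, with each hairpin matched to its gene by name. Since the annotation lists no gene for mir-696, no position is given for it. Each group of 3 samples is too small for a test of a single value by permutation to fall below 0.1, so that no such test was made within a comparison of 2 groups.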

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

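The comparison of the 5 treatment effects and its threshold were chosen before the data were examined, with edgeR's quasi-likelihood F test. Limma's F test took its place once the values were seen to be CPM. It also called 4 features that the paper does not discuss. By the edgeR test mir-221 and mir-3096a stayed at an adjusted p of at most 0.1, while mir-1188 (0.250) and miR-1897-3p (0.287) did not. All tests of explanations given for these 4 features were chosen only after these results were seen.

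The mir-221 hairpin differed across the 6 groups with an adjusted p of 0.00797 (limma), and its level was 489 ± 49.7 CPM with LPS against 277.5 ± 25.2 CPM in control (SD, n = 3), higher in 3 of 3 LPS samples than in any control sample. The log2 fold change with LPS was 0.81, 0.96 in samples 28 to 39, and between 0.60 and 0.96 over the alternatives run. Few reads were tested with edgeR's quasi-likelihood F test on the recovered reads, which gave an adjusted p of 0.0105. With the composition covariate the adjusted p was 0.00296, so that neither few reads nor composition removed the difference. With a covariate for samples 22 to 27 it was 0.000290. As these samples hold each group once, this covariate cannot change the group differences, and the fit does not test a batch. Reads shared with the mature arms were examined by the ratio of hairpin to arm reads. With LPS the log2 ratio to miR-221-5p fell by 0.49 (exact permutation test, 2-sided, p = 0.000494, 9 samples with LPS against 9 without), which would also happen if part of the hairpin reads were those of miR-221-5p. The ratio to miR-221-3p changed by 0.08 (exact permutation p = 0.595), and by 0.13 in samples 28 to 39 (exact permutation p = 0.134). The change of the hairpin therefore cannot be told apart from reads shared with the mature arms.

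The mir-3096a hairpin differed across the 6 groups with an adjusted p of 0.0324, and stood at 1415 ± 295 CPM with CBD against 785 ± 45.7 CPM in control (SD, n = 3), higher in 3 of 3 CBD samples than in any control sample, with a log2 fold change of 0.83 (0.98 in samples 28 to 39). Few reads did not account for it, with an adjusted p of 0.0149 from edgeR's quasi-likelihood F test. With the covariate for samples 22 to 27 it was 0.00133, which again does not test a batch. With the composition covariate the adjusted p rose to 0.274. Within groups the hairpin did not follow the composition index (adjusted p 0.417, limma). Control sample 22, of low composition, was the lowest control sample at 749 CPM. CBD sample 24, without low composition, stood at 1077 CPM, above the highest control sample at 837 CPM. Other samples went the other way. THC+LPS sample 27, of low composition, was the highest of its group at 913 CPM, and CBD samples 30 and 36, of low composition, both lay above CBD sample 24. The rise of the adjusted p alone thus does not show that composition accounts for the difference, and these values do not exclude it. The annotated Mir3096 gene has 98.6% identity with Snord93, and whether the reads come from this small nucleolar RNA cannot be told from the values.

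The mir-1188 hairpin differed across the 6 groups with an adjusted p of 0.0504 and held 53 reads over all samples. It held 3, 4 and 5 reads in the LPS samples and 0, 0 and 1 in the THC+LPS samples, lower in 3 of 3, with a log2 fold change of -2.16 between THC+LPS and LPS (-2.09 in samples 28 to 39, where it missed the criterion). The adjusted p was 0.0486 with the composition covariate and 0.0556 with the batch covariate. With edgeR's quasi-likelihood F test it was 0.250, so that the pattern cannot be told apart from the noise of few reads.

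miR-1897-3p differed across the 6 groups with an adjusted p of 0.0922 and held 33 reads over all samples, with 3, 2 and 4 in the LPS samples and 0, 0 and 0 in the control samples, higher in 3 of 3. The THC samples held 7, 5 and 1 reads, the THC+LPS samples 4, 2 and 2, the CBD samples 1, 0 and 0 and the CBD+LPS samples 0, 1 and 1, so that the difference is not one of LPS alone. Its log2 fold change with LPS was 2.17 (2.11 in samples 28 to 39, where it missed the criterion). The adjusted p rose to 0.287 with edgeR's quasi-likelihood F test and to 0.170 with the composition covariate, and it was 0.0639 with the batch covariate. Few reads remain as an explanation. Within groups miR-1897-3p did not follow the composition index (adjusted p 0.932, limma), and the control samples held 0 reads at shares of 0.2035%, 3.81% and 2.41% of reads on mir-6236, mir-6240 and mir-6243, so that the difference between LPS and control does not follow composition.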

How the results depend on the processing

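All alternatives except those named as added, leaving out each replicate included, were chosen before the data were examined. The added ones were chosen after the data had been seen. The counts as reported were 24 for the F test, 21 for LPS against control, 22 for CBD against control, 6 for THC against control, 19 for CBD+LPS against control, 25 for THC+LPS against control, 3 for CBD+LPS against LPS, 3 for THC+LPS against LPS, 45 for CBD against THC, 2 for CBD+LPS against THC+LPS, 0 for the interaction of CBD with LPS, 0 for the interaction of THC with LPS, 21 for the pooled LPS effect, 4 for the pooled CBD effect and 0 for the pooled THC effect, and the counts for the F test, the interactions and the pooled effects are at an adjusted p of at most 0.1. No paired analysis was made, because the labels number the samples 22 to 39 and do not say which samples belong to one experiment. The numbers 22 to 27, 28 to 33 and 34 to 39 each hold the 6 groups once, but a block on them would take the replicates from the order of the samples, and none was fitted. Only counts that moved by more than 1.5 times, or to or from 0, are given for each alternative, and the cause was not tested for any of them. Hairpins alone and mature miRNAs alone test 642 and 721 of the 1363 features, so that lower counts there follow in part from the smaller sets.

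Among mature miRNAs alone the count was 12 for the F test, 9 for CBD against control, 19 for CBD against THC, 1 for CBD+LPS against THC+LPS, 13 for the pooled LPS effect and 0 for the pooled CBD effect (45 at an unadjusted p under 0.05). Among hairpins alone the count was 12 for the F test, 6 for LPS against control, 13 for CBD against control, 1 for THC against control, 4 for CBD+LPS against control, 8 for THC+LPS against control, 1 for CBD+LPS against LPS, 1 for THC+LPS against LPS, 24 for CBD against THC, 1 for CBD+LPS against THC+LPS and 7 for the pooled LPS effect. With edgeR's filterByExpr as the filter the count was 9 for CBD against control, 0 for THC against control (12 at an unadjusted p under 0.05), 16 for THC+LPS against control, 1 for THC+LPS against LPS, 23 for CBD against THC and 0 for CBD+LPS against THC+LPS (13 at an unadjusted p under 0.05). Among features with at least 1 read the count was 7 for CBD+LPS against LPS, 5 for THC+LPS against LPS and 2 for the pooled CBD effect. Scaled to miR-103-3p and miR-191-5p the count was 1 for the pooled CBD effect. With DESeq2 on the recovered reads the count was 39 for the F test, 14 for CBD against control, 0 for THC against control (24 at an unadjusted p under 0.05), 15 for THC+LPS against control, 5 for CBD+LPS against LPS, 1 for THC+LPS against LPS, 0 for CBD+LPS against THC+LPS (18 at an unadjusted p under 0.05) and 18 for the pooled CBD effect. With edgeR's likelihood ratio test the count was 46 for the F test, 6 for CBD+LPS against LPS, 8 for THC+LPS against LPS and 8 for the pooled CBD effect. With edgeR's robust quasi-likelihood test the count was 1 for THC against control, 29 for CBD against THC, 1 for CBD+LPS against THC+LPS and 8 for the pooled CBD effect. With 1 surrogate variable as a covariate the count was 38 for CBD against control, 2 for THC against control, 25 for CBD against THC, 4 for CBD+LPS against THC+LPS and 8 for the pooled CBD effect. With edgeR's quasi-likelihood test of the 2 groups alone the count was 9 for CBD against control, 0 for THC against control (26 at an unadjusted p under 0.05), 8 for CBD+LPS against control, 14 for THC+LPS against control, 1 for THC+LPS against LPS and 0 for CBD+LPS against THC+LPS (21 at an unadjusted p under 0.05). With edgeR's exact test of the 2 groups alone the count was 14 for CBD against control, 2 for THC against control, 8 for CBD+LPS against control, 13 for THC+LPS against control and 0 for CBD+LPS against THC+LPS (14 at an unadjusted p under 0.05). At an adjusted p of at most 0.1 the count was 7 for CBD against control, 0 for THC against control (46 at an unadjusted p under 0.05), 6 for CBD+LPS against control, 10 for THC+LPS against control, 0 for CBD+LPS against LPS (44 at an unadjusted p under 0.05), 0 for THC+LPS against LPS (32 at an unadjusted p under 0.05), 7 for CBD against THC and 0 for CBD+LPS against THC+LPS (36 at an unadjusted p under 0.05). At an adjusted p of at most 0.05 the count was 1 for the pooled CBD effect. The alternatives with robust quasi-likelihood or with 2 groups alone ran on the recovered reads and thus change the test as well.

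Among the added alternatives, the following moved a count by more than 1.5 times. With edgeR's quasi-likelihood test the count was 1 for THC against control, 1 for THC+LPS against LPS and 1 for CBD+LPS against THC+LPS. With a pseudocount of 2 the count was 7 for the pooled CBD effect. Without the mean-variance trend the count was 10 for THC against control, 5 for CBD+LPS against LPS and 5 for THC+LPS against LPS. With the composition covariate the count was 38 for CBD against control, 2 for THC against control, 19 for CBD against THC, 4 for CBD+LPS against THC+LPS and 8 for the pooled CBD effect. With the covariate for samples 22 to 27 the count was 42 for the F test, 32 for the pooled LPS effect and 10 for the pooled CBD effect. In samples 28 to 39 alone the count was 248 for the F test, 37 for LPS against control, 153 for CBD against control, 13 for THC against control, 53 for CBD+LPS against control, 158 for CBD against THC, 134 for the interaction of CBD with LPS, 32 for the pooled LPS effect and 89 for the pooled CBD effect. In samples 28 to 39 each group has 2 samples, and CBD samples 30 and 36 are the only ones with low composition, so that the counts for CBD there cannot be told apart from library composition.

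With each replicate of the groups compared left out in turn, the counts were from 16 to 29 for the F test (18 fits), from 16 to 21 for LPS against control (6 fits), from 15 to 61 for CBD against control (6 fits), from 4 to 6 for THC against control (6 fits), from 13 to 19 for CBD+LPS against control (6 fits), from 12 to 20 for THC+LPS against control (6 fits), from 1 to 6 for CBD+LPS against LPS (6 fits), from 1 to 3 for THC+LPS against LPS (6 fits), from 18 to 88 for CBD against THC (6 fits), from 0 to 3 for CBD+LPS against THC+LPS (6 fits), 0 in each fit for the interaction of CBD with LPS (12 fits), 0 in each fit for the interaction of THC with LPS (12 fits), from 18 to 25 for the pooled LPS effect (18 fits), from 1 to 9 for the pooled CBD effect (18 fits) and 0 in each fit for the pooled THC effect (18 fits). For the interaction of CBD with LPS, the interaction of THC with LPS and the pooled THC effect, the fits that left out one replicate had 52 to 133, 37 to 83 and 32 to 47 features at an unadjusted p under 0.05. Over all other alternatives with a count of 0, these numbers were 25 to 97, 12 to 93 and 7 to 67.

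For single miRNAs, 86 changes were followed over 2344 combinations of a change and an alternative. Of these 2042 kept their direction and their side of the threshold, or moved by less than the spread between replicates where no test applied. A further 192 were no longer past the threshold, 68 newly passed it, 19 moved by more than the spread, and 23 changed sign. Of the 65 changes past their threshold, 31 stayed past it with the same direction under each alternative that gave a test. Sign changes were limited to 3 of the followed changes, each of them near 0, and the cause was not tested.

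The log2 fold change of miR-146a-5p with CBD, 0.03, was -0.0595 with DESeq2's size factors, -0.0231 with library size alone, -0.16 with scaling to miR-103-3p and miR-191-5p, -0.02285 with DESeq2 and -0.21 with 1 surrogate variable, and among the added alternatives -0.28 with the composition covariate. Without one replicate it ranged from -0.19 to 0.38, with the sign changed at -0.15 without control replicate 28, -0.11 without CBD replicate 30 and -0.19 without CBD replicate 36. Between CBD+LPS and LPS, where miR-146a-5p differed by -0.10, it was 0.00357 with DESeq2, and among the added alternatives 0.0930 with samples 28 to 39 alone. Without one replicate it ranged from -0.25 to 0.13, with the sign changed at 0.13 without CBD+LPS replicate 26. For miR-34a-5p with CBD, at -0.02, the value was 0.01845 with edgeR's likelihood ratio test, 0.0197 with edgeR's robust quasi-likelihood test, 0.0212 with the quasi-likelihood test of the 2 groups alone, 0.0197 with edgeR's exact test, 0.0179 with a prior count of 2 and 0.0240 with the ratio of mean CPM, and among the added alternatives 0.0197 with edgeR's quasi-likelihood test and 0.14 with samples 28 to 39 alone. Without one replicate it ranged from -0.29 to 0.17, with the sign changed at 0.17 without CBD replicate 24, 0.12 without control replicate 28 and 0.0637 without CBD replicate 36.

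The median log2 fold change of the tested features was 0.111 for LPS against control with the TMM scaling of the values. Another scaling moved a median by more than 0.1 in some comparisons, namely with library size alone, from 0.111 to -0.0168 for LPS against control and from 0.0316 to -0.0885 for THC+LPS against control and, with scaling to miR-103-3p and miR-191-5p, from 0.111 to -0.0525 for LPS against control, from 0.00165 to -0.150 for CBD against control, from 0.0444 to -0.0691 for CBD+LPS against control, from 0.0316 to -0.185 for THC+LPS against control and from -0.0777 to -0.305 for CBD against THC. Changes close to these medians are not separable from the scaling.

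The depth limits the features with few reads. Table 1 holds 8 features with fewer than 100 reads over all samples, and for miR-449a-5p, with 32 reads, the log2 fold change with CBD lay between 1.69 and 5.20 over the alternatives. For miR-155-3p with LPS it lay between 4.51 and 5.07.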

Differences from the paper's values

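Of 169 values that the paper states and that were computed, most of them fold changes, 28 differed by more than 1.5 times and by more than the replicate error, or by 1.5 times where a sample held 0 reads. For each, the alternatives set before the data were examined that came close to the paper's value are named, and the others set at that time did not or gave no value for it. Counts are features past the paper's criterion. The paper's counts hold both hairpins and mature miRNAs. A count close to the paper's with only one of these kinds therefore does not show how it was reached.

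With CBD+LPS, 5 features were lower, and the paper's count is about 2 in Fig. 1, read by eye. The count came within 1.5 times the paper's with mature miRNAs alone. With THC, 2 features were lower, and the paper's count is 1 in its text. The count came within 1.5 times the paper's with features with at least 1 read, library size alone and DESeq2's size factors, and with the covariate for samples 22 to 27, a pseudocount of 0.5 and a pseudocount of 2, chosen after seeing the values, as well as in 1 of the 6 fits that each left out one replicate. With CBD, 16 features were higher, and the paper's count is 8 in its text. The count came within 1.5 times the paper's with the adjusted p as the threshold, DESeq2, edgeR's filterByExpr, edgeR's exact test, hairpins alone, mature miRNAs alone, the quasi-likelihood test of the 2 groups alone and scaling to miR-103-3p and miR-191-5p, and with edgeR's quasi-likelihood test, chosen after seeing the values, as well as in 2 of the 6 fits that each left out one replicate. With CBD+LPS against LPS, 0 features were higher (with 44 features at an unadjusted p under 0.05), and the paper's count is about 1 in Fig. 1, read by eye. The count came within 1.5 times the paper's with edgeR's exact test and the quasi-likelihood test of the 2 groups alone, as well as in 2 of the 6 fits that each left out one replicate. With THC+LPS, 22 features were higher, and the paper's count is 14 in its text. The count came within 1.5 times the paper's with the adjusted p as the threshold, DESeq2, edgeR's filterByExpr, edgeR's likelihood ratio test, edgeR's exact test, library size alone, mature miRNAs alone, the quasi-likelihood test of the 2 groups alone, DESeq2's size factors, edgeR's robust quasi-likelihood test and scaling to miR-103-3p and miR-191-5p, and with edgeR's quasi-likelihood test and no mean-variance trend, chosen after seeing the values, as well as in 6 of the 6 fits that each left out one replicate. The paper's counts are of the features of Table 1, and the counts here are of all tested features. Among the features of Table 1 alone, a choice made after seeing the values, 2 were lower with CBD+LPS, 1 lower with THC, 6 higher with CBD and 15 higher with THC+LPS, each within 1.5 times the paper's count.

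The fold changes from control differed as follows, with the value here first. For miR-449a-5p every control sample held 0 reads, so that its fold changes depend on the pseudocount and are not point estimates. The same holds for miR-3108-3p, miR-3962, miR-5129-5p and miR-6351 with CBD, where every CBD sample held 0 reads. For mir-3090 with CBD+LPS (0.388 against the paper's 0.19), the value came close to the paper's with DESeq2, edgeR's likelihood ratio test, edgeR's exact test, the quasi-likelihood test of the 2 groups alone, the ratio of mean CPM and edgeR's robust quasi-likelihood test, in 2 of 6 fits that left out one replicate, and with edgeR's quasi-likelihood test and samples 28 to 39 alone, chosen after seeing the values. For mir-3090 with THC (1.03 against the paper's 0.62), the value came close to the paper's with 1 surrogate variable, DESeq2, edgeR's likelihood ratio test, edgeR's exact test, the quasi-likelihood test of the 2 groups alone, a prior count of 2, the ratio of mean CPM and edgeR's robust quasi-likelihood test, in 2 of 6 fits that left out one replicate, and with the composition covariate, edgeR's quasi-likelihood test and samples 28 to 39 alone, chosen after seeing the values. For mir-3090 with THC+LPS (0.960 against the paper's 0.61), the value came close to the paper's with DESeq2, edgeR's likelihood ratio test, edgeR's exact test, library size alone, the quasi-likelihood test of the 2 groups alone, a prior count of 2, the ratio of mean CPM, edgeR's robust quasi-likelihood test and scaling to miR-103-3p and miR-191-5p, in 3 of 6 fits that left out one replicate, and with edgeR's quasi-likelihood test, samples 28 to 39 alone and a pseudocount of 2, chosen after seeing the values. For miR-3108-3p with CBD (0.408 against the paper's 0.07), miR-3962 with CBD (0.172 against the paper's 0.03), miR-449a-5p with CBD (6.42 against the paper's 36.66), miR-449a-5p with CBD+LPS (3.56 against the paper's 25.15), miR-449a-5p with LPS (3.43 against the paper's 15.62), miR-449a-5p with THC (1.92 against the paper's 7.96), miR-449a-5p with THC+LPS (1.50 against the paper's 6.27), miR-5129-5p with CBD (0.225 against the paper's 0.03) and miR-6351 with CBD (0.138 against the paper's 0.01), the values came close to the paper's with edgeR's likelihood ratio test, edgeR's exact test, the quasi-likelihood test of the 2 groups alone and edgeR's robust quasi-likelihood test, and with edgeR's quasi-likelihood test, chosen after seeing the values. For miR-451b with CBD (6.47 against the paper's 11.97), miR-451b with LPS (4.64 against the paper's 8.40), miR-451b with THC (3.83 against the paper's 7.00) and miR-451b with THC+LPS (5.20 against the paper's 9.24), the values came close to the paper's with DESeq2, edgeR's likelihood ratio test, edgeR's exact test, the quasi-likelihood test of the 2 groups alone, the ratio of mean CPM and edgeR's robust quasi-likelihood test, and with edgeR's quasi-likelihood test and a pseudocount of 0.5, chosen after seeing the values. Leaving out one replicate, 1 of 6 fits for miR-451b with CBD, 1 of 6 fits for miR-451b with LPS, 2 of 6 fits for miR-451b with THC and 1 of 6 fits for miR-451b with THC+LPS came close. For miR-451b with CBD+LPS (2.72 against the paper's 6.63), the value came close to the paper's with DESeq2, edgeR's likelihood ratio test, edgeR's exact test, the quasi-likelihood test of the 2 groups alone, the ratio of mean CPM and edgeR's robust quasi-likelihood test, in 1 of 6 fits that left out one replicate, and with edgeR's quasi-likelihood test, chosen after seeing the values. For miR-5123 with LPS (0.159 against the paper's 0.07), the value came close to the paper's with DESeq2, edgeR's likelihood ratio test, edgeR's exact test, the quasi-likelihood test of the 2 groups alone and edgeR's robust quasi-likelihood test, in 1 of 6 fits that left out one replicate, and with edgeR's quasi-likelihood test and a pseudocount of 0.5, chosen after seeing the values. For miR-5129-5p with CBD+LPS (1.13 against the paper's 0.68), the value came close to the paper's with 1 surrogate variable, DESeq2, edgeR's likelihood ratio test, edgeR's exact test, the quasi-likelihood test of the 2 groups alone, a prior count of 2, the ratio of mean CPM and edgeR's robust quasi-likelihood test, in 2 of 6 fits that left out one replicate, and with the composition covariate, edgeR's quasi-likelihood test, samples 28 to 39 alone and a pseudocount of 2, chosen after seeing the values. For miR-5129-5p with LPS (1.66 against the paper's 1.05) and miR-6351 with LPS (1.09 against the paper's 0.69), the values came close to the paper's with 1 surrogate variable, DESeq2, edgeR's likelihood ratio test, edgeR's exact test, library size alone, the quasi-likelihood test of the 2 groups alone, a prior count of 2, the ratio of mean CPM, edgeR's robust quasi-likelihood test and scaling to miR-103-3p and miR-191-5p, and with the composition covariate, edgeR's quasi-likelihood test, samples 28 to 39 alone and a pseudocount of 2, chosen after seeing the values. Leaving out one replicate, 2 of 6 fits for miR-5129-5p with LPS and 2 of 6 fits for miR-6351 with LPS came close. For miR-6351 with CBD+LPS (0.698 against the paper's 0.34) and miR-6351 with THC (2.20 against the paper's 1.08), the values came close to the paper's with 1 surrogate variable, DESeq2, edgeR's likelihood ratio test, edgeR's exact test, the quasi-likelihood test of the 2 groups alone, a prior count of 2, the ratio of mean CPM and edgeR's robust quasi-likelihood test, and with the composition covariate and edgeR's quasi-likelihood test, chosen after seeing the values. Leaving out one replicate, 1 of 6 fits for miR-6351 with CBD+LPS and 1 of 6 fits for miR-6351 with THC came close.

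Among the changes that the paper marks as past its criterion in Table 1, those that missed it here (adjusted p from limma after each) were miR-451b with LPS (0.319), mir-222 with CBD+LPS (0.353), miR-449a-5p with CBD+LPS (0.533), miR-5129-5p with CBD (0.360), miR-6351 with CBD (0.437), miR-6384 with CBD (0.311), mir-666 with CBD (0.482) and mir-325 with CBD (0.254). By quantitative PCR the paper states a strong fall of miR-146a with CBD in resting cells. In the sequencing data miR-146a-5p stood at 6294 ± 2325 CPM with CBD (SD, n = 3), a log2 fold change of 0.03 (standard error 0.28). Within samples 28 to 39, where CBD and library composition cannot be told apart, it was 0.47. The samples of the quantitative PCR were not analysed here. The paper also states that CBD lowered miR-146a and miR-155-5p in cells with LPS by quantitative PCR, and between CBD+LPS and LPS the log2 fold change here was -0.10 (standard error 0.28) for miR-146a-5p and -0.22 (standard error 0.22) for miR-155-5p. The CBD+LPS samples of miR-155-5p ranged from 6580.4 to 8333 CPM and the LPS samples from 8157 to 9334 CPM. These ranges overlap only through LPS sample 23, the lowest of its group, and CBD+LPS sample 26 was the lowest of its group. The log2 fold change of miR-155-5p stayed negative under every alternative run, between -0.28 and -0.11, and was -0.17 within samples 28 to 39. The labels do not say which samples belong to one experiment, so no paired or blocked test was run. These values do not exclude a small fall of miR-155-5p with CBD in cells with LPS. Under no alternative run did miR-155-5p or miR-146a-5p fall by as much as the paper states by quantitative PCR. The paper describes miR-34a-5p as raised by CBD, citing Table 1 and quantitative PCR, and here its log2 fold change was -0.02, while that of the mir-34a hairpin was 2.34.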

Other observations

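Every test of an explanation in this part was chosen only after the result it concerns was seen, and the comparisons they concern were chosen before the data were examined. Values of the 3 samples of a group are given with their numbers, which the labels do not link to a batch or a culture.

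Other splits of the samples were used to ask whether the grouping matters. For the comparison of LPS with control, 1 of 10 splits of the 6 samples, the real one included, gave as many features, and this was 1 of 10 for CBD+LPS and 1 of 10 for CBD against THC. With 10 splits the smallest possible share is 0.1, so that these comparisons cannot settle it. For CBD against control it was 2 of 10. The other split put control sample 22 with CBD samples 30 and 36, the samples with low composition, and gave 114 features against 22. By the splits alone, composition and CBD cannot be told apart, since the real grouping holds 1 of these samples in control and 2 with CBD. With the composition covariate the count was 38, but a count does not show that the same features passed. Of the features that the paper lists, 7 raised and 1 lowered by CBD passed with it, against 6 and 2 without it. Composition is thus not excluded for single features. For THC against control 5 of 10 splits gave as many features. For THC+LPS against control it was 4 of 10, and the 3 other splits put samples 22 and 27 on the same side, with 59, 52 and 25 features. Both samples are of low composition and both are numbered 22 to 27, which these splits cannot tell apart. The real grouping holds 1 of these samples on each side, and with the composition covariate its count was 27 against 25. The count thus did not fall with it, but this does not show that the same features passed. For CBD+LPS against LPS 7 of 10 splits gave as many, and the highest count, 9, came from a split with samples 23 and 26, both numbered 22 to 27, on the same side. The number was 5 of 10 for THC+LPS against LPS and 5 of 10 for CBD+LPS against THC+LPS.

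Across all 18 samples, 3 of 100 splits gave as many features in the F test, 2 of 100 for the pooled LPS effect and 1 of 100 for the pooled CBD effect, where the real grouping and random ones made up the 100. For the interactions of CBD and of THC with LPS and for the pooled THC effect the count was 0 (65, 51 and 41 features at an unadjusted p under 0.05), which each of the 100 splits reached by definition. On simulated data limma recovered 80% of the changed features with 9.09% false calls, and edgeR's quasi-likelihood test 83.5% with 4.02%. As the changed features left out those with the fewest reads, this recovery does not hold for features with few reads.

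In each of the 6 groups the closest pair of samples left out the sample numbered 22 to 27. The chi-square per degree of freedom between the other pair was 3.48 to 11.6, and 64.0 in control, against 53.1 to 122.5 for pairs with that sample. In control the difference in chi-square was small, since the pair of samples 22 and 34 stood at 66.6. By Spearman's correlation across features, sample 22 stood apart there too, at 0.806 and 0.844 with samples 28 and 34 against 0.945 between these. If any pair were as likely to be the closest, this would happen in every group with a probability of 0.00137. With samples 22 to 27 as a covariate, 247 features differed between samples 22 to 27 and the others at an adjusted p of at most 0.1, and 88 of them were higher in samples 22 to 27. miR-210-3p ranged from 180.0 to 272.5 CPM in samples 22 to 27 and from 911 to 2493 CPM in samples 28 to 39. A candidate explanation is a separate library or culture batch. As the pattern was noticed in the same values, and the labels give no batch, this cannot be told apart from other causes. The paper's methods state that all samples were sequenced in one pool, which leaves library preparation and culture, and a biological difference between cultures was not tested. With this covariate the F test called 42 features and the pooled LPS effect 32.

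Control sample 22, THC+LPS sample 27 and CBD samples 30 and 36 had 0.2035%, 0.361%, 0.160% and 0.151% of their reads on mir-6236, mir-6240 and mir-6243, and the other samples 1.20% to 4.555%. Within groups, 230 features followed the log2 of the summed CPM of these hairpins at an adjusted p of at most 0.1, 193 of them rising with it, and 135 of them hairpins. Of the 5 features that the paper lists as lowered by CBD, 3 followed it (miR-5129-5p, miR-6351 and mir-666). For these 3, library composition may account for the low values in CBD samples 30 and 36. CBD sample 24 also held 0 reads of miR-6351 and of miR-5129-5p, with 1.67% of its reads on the 3 hairpins. LPS sample 23, at 1.91%, held 1 read of miR-6351. A single sample with so few reads therefore cannot decide whether composition accounts for the low values with CBD. Of the 8 features listed as raised by CBD, 0 followed it, and with the composition covariate 7 of them passed the criterion against 6 without it. The number of features past the criterion with CBD rose to 38 with this covariate. The paper does not report these hairpins.

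At loci where both arms were sequenced, with at least 100 reads of the less abundant arm and a rise of the more abundant arm with LPS at an adjusted p of at most 0.1, the ratio of the less to the more abundant arm rose with LPS at 4 of 4 loci. Its log2 change over 9 samples with LPS and 9 without was 1.60 for miR-155, 1.42 for miR-146a, 0.75 for miR-21a and 0.56 for miR-221. The exact permutation p, 2-sided and adjusted over the 4 loci, was 8.23e-05 for miR-155 and miR-21a, each from the smallest p that the permutations can give, 0.0001645 for miR-146a and 0.00148 for miR-221. The ratio of 9, 9, 7 and 3 of the 9 samples with LPS lay above all samples without LPS for miR-155, miR-21a, miR-146a and miR-221. In samples 28 to 39 the changes were 1.61 for miR-155, 1.52 for miR-146a, 0.78 for miR-21a and 0.67 for miR-221. Within a sample this ratio does not depend on the scaling. One hypothesis is that the less abundant arm may respond more to 4 h of LPS. As it was formed on these loci, and as a slower turnover of the mature arm, cross-mapping and ligation bias were not tested, it stays a hypothesis.

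The mir-34a hairpin held 7, 3 and 6 reads with CBD and 5, 5 and 3 with CBD+LPS, against 0, 1 and 1 in control and 1, 1 and 2 with LPS, while miR-34a-5p did not rise. The log2 ratio of hairpin to miR-34a-5p reads was higher by 1.99 in the 6 samples with CBD than in the 6 without (exact permutation test, 2-sided, p = 0.00216, the smallest that the permutations can give). In samples 28 to 39 it was higher by 1.53 (exact permutation p = 0.0286, again the smallest possible). With so few hairpin reads, and with the feature chosen because of this pattern, a rise of hairpin reads without the mature arm may be a chance result, and it cannot be told apart from one.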
